# PIMT/NCOA6IP Deletion in the Mouse Heart Causes Delayed Cardiomyopathy Attributable to Perturbation in Energy Metabolism

**DOI:** 10.3390/ijms19051485

**Published:** 2018-05-16

**Authors:** Yuzhi Jia, Ning Liu, Navin Viswakarma, Ruya Sun, Mathew J. Schipma, Meng Shang, Edward B. Thorp, Yashpal S. Kanwar, Bayar Thimmapaya, Janardan K. Reddy

**Keywords:** PIMT/NCOA6IP, PRIP/NCOA6, PPARα, dilated cardiomyopathy, cardiac fibrosis, energy metabolism

## Abstract

PIMT/NCOA6IP, a transcriptional coactivator PRIP/NCOA6 binding protein, enhances nuclear receptor transcriptional activity. Germline disruption of PIMT results in early embryonic lethality due to impairment of development around blastocyst and uterine implantation stages. We now generated mice with Cre-mediated cardiac-specific deletion of PIMT (csPIMT^−/−^) in adult mice. These mice manifest enlargement of heart, with nearly 100% mortality by 7.5 months of age due to dilated cardiomyopathy. Significant reductions in the expression of genes (i) pertaining to mitochondrial respiratory chain complexes I to IV; (ii) calcium cycling cardiac muscle contraction (*Atp2a1*, *Atp2a2*, *Ryr2*); and (iii) nuclear receptor PPAR- regulated genes involved in glucose and fatty acid energy metabolism were found in csPIMT^−/−^ mouse heart. Elevated levels of *Nppa* and *Nppb* mRNAs were noted in csPIMT^−/−^ heart indicative of myocardial damage. These hearts revealed increased reparative fibrosis associated with enhanced expression of *Tgfβ2* and *Ctgf*. Furthermore, cardiac-specific deletion of PIMT in adult mice, using tamoxifen-inducible Cre-approach (TmcsPIMT^−/−^), results in the development of cardiomyopathy. Thus, cumulative evidence suggests that PIMT functions in cardiac energy metabolism by interacting with nuclear receptor coactivators and this property could be useful in the management of heart failure.

## 1. Introduction

The nuclear receptor coactivators, as exemplified by some components of Mediator complex and others such as PRIP/NCOA6, (proliferator-activated receptor (PPAR) interacting protein (PRIP)/Nuclear receptor coactivator 6) participate in the transcriptional activation of specific genes regulated by nuclear receptors and other transcription factors [1,2,3,4,5]. In an effort to understand the role of coactivator PRIP (NCOA6), we previously isolated a PRIP-interacting protein, designated PIMT/NCOA6IP/TGS1 (PRIP-interacting protein with methyltransferase domain (PIMT)/NCOA6-interacting protein (NCOA6IP)/Trimethylguanosine Synthase1 (TGS1)) an RNA binding protein with RNA methyltransferase activity [1]. PIMT is expressed ubiquitously including in liver, kidney and skeletal muscle. The methyltransferase activity of PIMT hypermethylates 2,2,7-trimethylguanosine cap structures of small nuclear RNA (snRNA), and small nucleolar RNA (snoRNA), that are important in RNA splicing [6,7]. PIMT binds to PRIP under in vivo and in vitro conditions and may serve as a bridge to transduce signals from upstream transcription factor-coactivator complex to the Mediator complex to drive RNA polymerase II mediated gene transcription [8]. Thus, available evidence suggests that coactivators PIMT, PRIP and Med1 are important in nuclear receptor PPARα controlled fatty acid β-oxidation [3].

Because heart derives the bulk of its functional energy from fatty acid β-oxidation, we asked whether PIMT is essential for normal cardiac functions and if cardiac-specific ablation of this gene causes dilated cardiomyopathy (DCM) similar to that noted with ablation of coactivators Med1 and PRIP [9,10]. First, we used a mouse model in which cardiomyocyte-specific deletion of PIMT (csPIMT^−/−^) was carried out during late gestational and early postnatal development by intercrossing PIMT^fl/fl^ mice with α-MyHC-Cre transgenic mice [11]. In this csPIMT^−/−^ mouse model, hearts develop lethal DCM between four to eight months after birth. The csPIMT^−/−^ mouse heart showed severe mitochondrial damage, reduced expression of several genes related to energy metabolism, and calcium signaling related cardiac muscle contraction. Some of the essential findings noted in csPIMT^−/−^ mouse were independently confirmed using another mouse model in which cardiac-specific deletion of PIMT in adult mice was accomplished by using tamoxifen-inducible Cre-approach [9]. Many of the cardiac-specific changes noted in csPIMT^−/−^ mice we report here bear resemblance to that reported recently for the cardiac-specific ablation of coactivators *Med1* and *Ncoa6* [9,10]. Collectively, these observations lead us to propose a model in which a protein complex consisting of PIMT, NCOA6, and MED1 (Mediator1) interact with other chromatin modifiers such as p300/CBP to target a common set of transcription factors to regulate metabolic pathways critical for cardiac functions. 

## 2. Results

### 2.1. Generation of Cardiomyocyte-Specific PIMT Heart Knockout Mice

Previously, we reported that global disruption of PIMT gene in mice results in early embryonic lethality by affecting development around blastocyst and uterine implantation stages [11]. To evaluate the heart-specific function of PIMT, we generated mice with cardiomyocyte-specific disruption of PIMT gene (csPIMT^−/−^). We crossed mice with a loxP flanked allele targeting exons 3–4 of PIMT gene (PIMT^fl/fl^) with α-MyHC-Cre recombinase transgenic mice that express Cre-recombinase in cardiomyocytes under the control of α-myosin heavy chain (α-MyHC) gene promoter to yield csPIMT^−/−^ mice following protocols as described in our recent paper [9]. Disruption of the PIMT gene in cardiomyocytes was confirmed by PCR genotyping and by q-PCR analysis of RNA from mouse heart (Figure 1A). PIMT mRNA levels greatly decreased in csPIMT^−/−^ hearts but not in the liver, kidney or skeletal muscle, confirming heart-specific PIMT deletion (Figure 1A). Immunohistochemical localization of PIMT revealed prominent cardiomyocyte nuclear staining in PIMT^fl/fl^ mouse heart but not in the myocardium of csPIMT^−/−^ mouse littermates (Figure 1B). Furthermore, on Western blot analysis, PIMT was barely detectable at the protein level in csPIMT^−/−^ mouse hearts (Figure 1C).

### 2.2. Cardiomyocyte-Specific Disruption of PIMT Causes Dilated Cardiomyopathy in Mice

csPIMT^−/−^ mice are viable at birth with no grossly appreciable morphological abnormalities. There was no significant change in the heart size at two months of age in these csPIMT^−/−^ mice but sectioning revealed mild degree of heart dilation as evidenced by thinning of the walls of left ventricular chamber (Figure 1D,E). The csPIMT^−/−^ mice continued to show myocardial damage, with dilated heart associated with thinning of heart walls. At age six months, csPIMT^−/−^ mice showed significant increase in heart size and they were increasingly flaccid when compared to that of littermate controls (Figure 1E). To further assess the heart damage, we assayed the mRNA levels of heart failure indicators atrial natriuretic peptide (ANP, gene *Nppa*) and brain natriuretic peptide (BNP, gene *Nppb*) [12]. Both *Nppa* and *Nppb* RNA levels increase in heart failure as ventricular cells are recruited to secrete both these peptides in response to left ventricular dysfunction [12]. Both *Nppa* and *Nppb* RNA levels increased dramatically in csPIMT^−/−^ hearts at two months and the levels continued to remain high until six months (Figure 1G,F). Nearly 100% of csPIMT^−/−^ mice died within 7.5 months after weaning due to dilated cardiomyopathy-related atrial and ventricular dilatation and heart failure (Figure 1H).

### 2.3. Echocardiographic Observations of csPIMT^−/−^ Mouse Heart Indicate Poor Contractility

The effects of PIMT deletion on cardiac function were evaluated by obtaining the 2D and M-mode echocardiographic images (Figure 2A). Echocardiographic analysis of two-, four-, and six-month-old csPIMT^−/−^ mice revealed increased left ventricular end-diastolic internal dimension (LVID-d), decreased fractional shortening and also decreased ejection fraction (see Figure 2B for quantification of these changes). At six months of age, the contractility of csPIMT^−/−^ mouse heart was diminished with a fractional shortening of 18% vs. 67% for littermate controls. Likewise, the ejection fraction in four- and six-month-old csPIMT^−/−^ mouse was 57% and 41%, respectively vs. 79% and 73%, respectively, for the floxed littermate controls. These values suggest poor contractility of PIMT null hearts and support the conclusion that PIMT deficient mice die of heart failure.

### 2.4. Global RNA Sequence Analysis of csPIMT^−/−^ Hearts Suggests that Loss of PIMT Affects Multiple Pathways That Are Critical for Heart Function

The structural and functional changes observed so far in the heart of csPIMT^−/−^ mice prompted us to evaluate the alterations in myocardial gene expression. 

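In RNA-seq, RNA is converted to cDNA and sequenced, and the number of reads that fall on a gene measures its RNA level. Hearts of 4 groups of mice were compared. The controls were PIMT fl/fl mice, in which loxP sites flank exons 3 and 4 of the PIMT gene, at 2 and at 6 months of age. The csPIMT-/- mice, of the same ages, in addition express Cre recombinase in cardiomyocytes, which removes these exons. RNA of 5 hearts per group, of male and female mice, was pooled and each pool gave 1 library, so there were 4 libraries and no replicates, and no difference between groups has a replicate check. The authors trimmed adapters, filtered out poor reads and ribosomal RNA reads, aligned the reads to the mouse genome (mm10) with STAR, counted them per gene with htseq-count and a UCSC annotation, and normalized the counts. They deposited for each library 1 normalized count for each of 23337 gene symbols. In every library each value was a whole multiple of the smallest value above 0, which is therefore the value of 1 read: 0.865 and 0.879 normalized counts in the control libraries of 2 and 6 months, and 1.23 and 1.04 in the csPIMT-/- libraries. Dividing by it gave back whole reads. At 2 months 39854713 reads were counted on genes in the control and 29823073 in csPIMT-/- hearts. The 6-month libraries held 40705783 reads in the control and 36172093 in csPIMT-/- hearts. Between 17169 and 17349 genes per library had at least 1 read.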

First, we carried out expression profile analysis of PIMT^−/−^ heart tissue for two- and six-month-old mice using the RNA-seq approach to obtain a global view of changes in gene expression. 

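For each gene, the ratio of csPIMT-/- over the control of the same age was computed from the reads of the 2 libraries, with size factors from the median of ratios. Its 95% Clopper-Pearson interval shows the counting noise of the reads alone. It does not include the variation between mice or between pools, which 1 pool per group cannot give. For log2 ratios 0.5 reads were added to both counts. Genes with at least 10 reads in 1 of the 2 libraries were compared, which left 15152 genes at 2 months and 15218 at 6 months. To place the differences between genotypes beside those between pools of the same genotype, the control libraries of the 2 ages were compared in the same way. Between them, 789 genes were more than 2-fold lower and 1233 more than 2-fold higher at 6 months, of 15132 genes. These 2 pools differ in age as well as in mice. The log2 ratio of csPIMT-/- over the control rose with the GC content of the transcript, with a Spearman rho across genes of 0.581 at 2 months and 0.607 at 6 months. Genes are not independent replicates, and no p-value is given for these rho values. Between the controls of the 2 ages rho was -0.261. A GC value was available for 90.7% of the genes at 2 months and 90.6% at 6 months. The samples' labels and the methods give no sequencing batch or date for a comparison within batches. The methods do state that barcoded libraries were pooled for sequencing, without naming the run of each library. Each ratio was also computed after the trend with GC content was subtracted, with the other control library, with both controls summed and with TMM normalization.

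**Figure D1:**
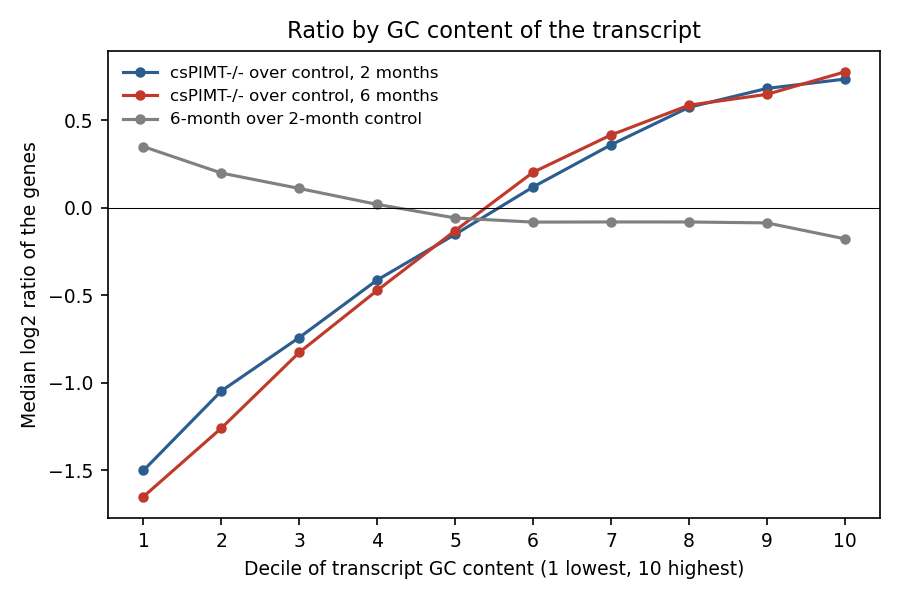
Median log2 ratio of the genes in each decile of transcript GC content, from 1 (lowest GC) to 10 (highest GC), for csPIMT-/- over the control at 2 months and at 6 months and for the 6-month over the 2-month control. The median ratio rises from 0.354 in the lowest decile to 1.67 in the highest at 2 months and from 0.319 to 1.71 at 6 months, and falls from 1.27 to 0.885 between the controls.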

Heart RNA samples from five controls and five csPIMT^−/−^ mice (two- and six-month-old) were pooled then subjected to RNA-seq protocol [9]. 

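At 2 months, 5979 of 15152 genes had a ratio of csPIMT-/- over the control below 0.5 or above 2, when every gene with at least 10 reads in 1 of the libraries was counted and no p-value cutoff was applied. No p-value was computed for single genes at 1 age, since 1 library per genotype gives no replicate error. Without the minimum of 10 reads there were 8063 such genes, and requiring at least 100 reads left 4472. After the GC trend was subtracted 3630 of 13748 genes were past 2-fold.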

For the two-month-old mice, the RNA analysis identified a total of 708 genes with greater than two-fold expression difference between control and PIMT^−/−^ heart RNA samples. Of these, 635 genes showed decreased expression, whereas expression of the rest of the genes was elevated. 

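In the files, 3492 genes were more than 2-fold lower in csPIMT-/- than in control hearts at 2 months and 2487 more than 2-fold higher (no replicates). Of the alternatives, the GC adjustment moved the lower count most, to 1571, with 2059 genes higher. The higher count was 3609 without the minimum of 10 reads, and 1607 when the whole 95% interval had to lie beyond 2-fold, a setting chosen after seeing the data. With the 6-month control in place of the 2-month control, 3970 genes were lower and 2046 higher. Among genes with at least 100 reads and the same direction at both ages, those with the lowest log2 ratio at 2 months were *Igf2bp3* (1 read in csPIMT-/- and 116 in control hearts), *Cngb3* (4 and 226), *Gm3414* (9 and 410), a gene listed by a RIKEN clone name (3 and 128) and the Y-linked gene *Uty* (71 and 2605). Among those with the highest were *Bpifa1* (794 and 0), *Cldn23* (230 and 0), *Slc22a7* (162 and 0) and *Ccl8* (143 and 1). Markers of lung, *Bpifa1* among them, of brown fat and of atrium had median ratios of 27.5, 163 and 44.4 at 2 months. Different amounts of these tissues in the 2 pools are a candidate explanation, so such increases cannot be ascribed to the deletion.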

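Table S1 lists 630 downregulated and Table S2 68 upregulated genes, each with a control and a csPIMT-/- value, a log2 fold change and a p-value. The listed p-values are below 0.05, and the listed ratios are at most 0.191 in Table S1 and at least 5.45 in Table S2. These lists are therefore narrower than a count of all genes past 2-fold. Of the Table S1 genes, 629 were matched to the files (the symbol of the other one is stored as a calendar date), and 621 of these had a ratio below 0.5 against the control of the same age, with a median ratio of 0.202. Of the 67 genes of Table S2 that have a ratio there, 56 had a ratio above 2 in the files and 64 a ratio above 1, with a median of 11.7. After the GC trend was subtracted, 269 of the 545 Table S1 genes with a GC value had a ratio below 0.5. Of the 62 such genes of Table S2, 53 had a ratio above 2. *Sucla2* in Table S1 had a ratio of 0.217 (95% interval 0.209 to 0.226), and *Thbs4* in Table S2 a ratio of 3.45 (95% interval 3.18 to 3.74), both without replicates. The control values listed in both tables equal the reads of the 6-month control times a constant, for every matched gene. The listed csPIMT-/- values equal the reads of the 2-month csPIMT-/- library in the same way, so the overlap is no independent check. Against the 6-month control the ratio was 0.126 for *Sucla2* and 6.37 for *Thbs4*. The GC adjustment of the ratios to the 2-month control gave 0.424 and 2.52.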

The down- and up-regulated genes at two months time point are presented in Supplemental section (Tables S1 and S2, respectively). Similarly, for the six-month-old mice, 600 genes showed a greater than two-fold expression difference between control and csPIMT^−/−^ heart RNA samples. 

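In the 6-month libraries, 6345 of 15218 genes with at least 10 reads had a ratio below 0.5 or above 2 (no replicates, no p-value cutoff). This fell to 3760 of 13787 genes after the GC trend was subtracted. Over the 14781 genes compared at both ages, 2457 were more than 2-fold lower and 1053 more than 2-fold higher at both. In opposite directions past 2-fold were 99 genes lower at 2 and higher at 6 months and 164 genes higher at 2 and lower at 6 months.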

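Of the genes more than 2-fold different at 6 months, 3917 were lower and 2428 higher in csPIMT-/- hearts, and the GC adjustment changed this to 1799 lower and 1961 higher. All 416 genes of Table S3 had a ratio below 0.5 in the files, with a median of 0.131, and all 179 genes of Table S4 a ratio above 2, with a median of 9.98. The values in both tables are the reads of these same 2 libraries times a constant, so this match was fixed in advance. With the GC trend subtracted, 328 of the 369 Table S3 genes with a GC value had a ratio below 0.5. All 164 such genes of Table S4 had a ratio above 2. Under the rule used at 2 months, the lowest log2 ratios were those of *Gm4841* (0 reads in csPIMT-/- and 897 in control hearts), *Gm5860* (0 and 159), *Akap5* (2 and 720), a gene listed by a RIKEN clone name (1 and 103) and *Gm6416* (2 and 156). The highest were those of *Psca* (15735 and 58), *Cplx3* (114 and 0), *Pou3f1* (239 and 3), *Edn3* (435 and 6) and *Wdr16* (124 and 2). *Psca* was also high at 2 months, with 7427 reads in csPIMT-/- and 137 in control hearts.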

These include 417 downregulated genes and 183 upregulated genes; shown in Tables S3 and S4, respectively, in Supplemental section. Some of the down- and upregulated genes classified according to KEGG pathway and their role in some of the pathways related to heart function are shown in Table 1.

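Of the 41 genes of Table 1, 40 were found in the files by symbol. *Ndufaf5* was not in the files analysed here under that symbol. The strongest decreases among these genes were those of *Pdk4* at 2 months, with a ratio of 0.129 (95% interval 0.125 to 0.134), and of *Cacna1h* and *Sucla2* at 6 months, with ratios of 0.0842 (95% interval 0.0673 to 0.104) and 0.0845 (95% interval 0.0809 to 0.0881). The strongest increases at 6 months were those of *Map3k6* (371 reads in control and 9018 in csPIMT-/- hearts, ratio 28 (95% interval 25.2 to 31.2)) and *Col9a2* (27 and 610 reads, ratio 26 (95% interval 17.7 to 39.8)). *Fgf6* and *Fgf21* had few reads, at most 44 and 31 in any library. The ratio of *Fgf6* at 2 months, from 7 reads in control and 5 in csPIMT-/- hearts, was 0.998 (95% interval 0.25 to 3.65), so no difference was detectable at this depth. Against the 2-month control the 6-month ratio was 11.5 for *Map3k6* and 6.42 for *Col9a2*.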

The entire list of genes analyzed by RNA-seq that showed significant difference in expression levels at two months and six months has been deposited in Gene Expression Omnibus (GEO number is GSE111862). Overall, these results indicate significant changes in the expression levels of several important genes that would impact on multiple pathways critical for heart function. 

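The effect of genotype over both ages was tested on the 4 libraries together, with limma on log2 values (TMM normalization, pseudocount 1, mean trend) and age as a covariate. This fit was specified after the files arrived, because their values are normalized. With 4 libraries and 3 coefficients this fit has 1 residual degree of freedom, and the departure of the 4 libraries from an additive effect of genotype and age stands in for the spread between replicates. Of 14935 genes, 2667 were lower and 1811 higher in csPIMT-/- hearts at a limma adjusted p below 0.05. Subtraction of the GC trend left 0 lower and 0 higher genes, and so did a fit without the mean trend, which was chosen after seeing the data (0 and 0). For PIMT itself, listed as *Tgs1*, the fit gave a log2 difference of -2.08 (standard error 0.328, limma adjusted p = 0.015). *Psca* had a log2 difference of 7.29 (standard error 0.487, limma adjusted p = 0.012) and *Cngb3* a log2 difference of -5.1 (standard error 0.589, limma adjusted p = 0.012). From the changes in its lists the paper proposes that multiple pathways critical for heart function would be affected.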

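For 4 pathways, lists of genes were fixed before the files arrived, and the median ratio of each list was compared with that of 100000 random sets of genes from the same deciles of mean count. This permutation test is across genes within 1 pair of libraries, and genes are not independent replicates. There were 8 such tests, for 4 lists at 2 ages. The random sets did not center on a ratio of 1. Those for oxidative phosphorylation had a median log2 ratio of 0.159 at 2 months and 0.245 at 6 months. For oxidative phosphorylation (subunits of complexes I to V) the median ratio was 1.35 over 83 genes, 19 of them below 1 (permutation p = 0.041, Benjamini-Hochberg adjusted p = 0.065) at 2 months and 1.19 over 83 genes, 26 of them below 1 (permutation p = 0.92, Benjamini-Hochberg adjusted p = 0.92) at 6 months. Fatty acid oxidation genes had a median ratio of 0.914 over 41 genes, 26 of them below 1 (permutation p = 0.35, Benjamini-Hochberg adjusted p = 0.46) at 2 months and 0.647 over 41 genes, 31 of them below 1 (permutation p = 0.002, Benjamini-Hochberg adjusted p = 0.0081) at 6 months. The calcium handling list gave 0.78 over 49 genes, 32 of them below 1 (permutation p = 0.03, Benjamini-Hochberg adjusted p = 0.059) at 2 months and 0.677 over 48 genes, 29 of them below 1 (permutation p = 0.0034, Benjamini-Hochberg adjusted p = 0.009) at 6 months. Extracellular matrix genes had a median of 0.996 over 44 genes, 22 of them below 1 (permutation p = 0.68, Benjamini-Hochberg adjusted p = 0.77) at 2 months and 1.99 over 44 genes, 5 of them below 1 (permutation p = 0.00056, Benjamini-Hochberg adjusted p = 0.0045) at 6 months. The largest move under an alternative was that of extracellular matrix genes, whose median log2 ratio at 6 months went from 0.995 to 0.391 against the 2-month control (permutation p = 0.21).

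**Figure D2:**
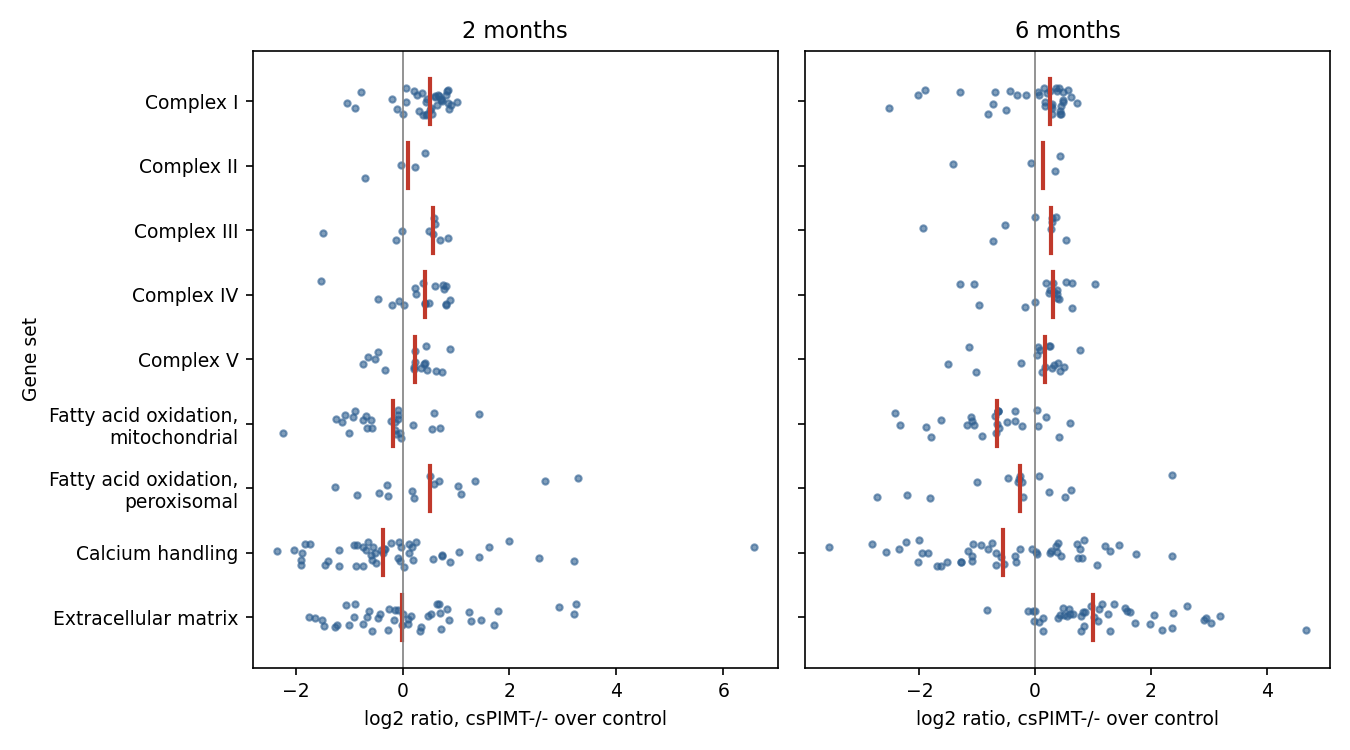
log2 ratio of csPIMT-/- over the control for each gene of the complexes of oxidative phosphorylation, of mitochondrial and peroxisomal fatty acid oxidation, of calcium handling and of the extracellular matrix, at 2 months (left) and 6 months (right). Points are genes with at least 10 reads in 1 of the libraries, from 1 pooled library per group, and vertical bars are medians. At 6 months the median ratio of extracellular matrix genes is 1.99 and that of the fatty acid oxidation genes listed as mitochondrial 0.634.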

These include mitochondrial oxidative phosphorylation, energy metabolism, mitophagy, calcium signaling, cardiac muscle contraction, cardiac hypertrophy and myocardial fibrosis. Changes in expression of several of these genes were also confirmed by RT-qPCR. As expected, RT-qPCR analysis validated the changes of gene expression levels observed by RNA-seq analysis (Table 1).

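The RNA-seq ratios from the files were set beside the RT-qPCR ratios of Table 1, which the paper measured on the same pooled hearts, for the 40 genes found in the files. Across genes, the log2 ratios of the 2 assays had a Pearson r of 0.843 and a Spearman rho of 0.844 at 2 months, and of 0.903 and 0.829 at 6 months. Each had a permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 1e-05 over the 2 correlations of each kind. Genes are not independent replicates. Without the 2 genes farthest from the median RT-qPCR ratio, r was 0.832 at 2 months (without *Thbs4* and *Wisp2*) and 0.891 at 6 months (without *Wisp2* and *Fgf6*). The direction was the same in both assays for 36 of 40 genes at 2 months and 38 at 6 months. Opposite directions were found for *Cox10*, *Hk2*, *Slc2a4* (*Glut4*) and *Atf3* at 2 months and for *Slc2a4* and *Atp2a1* at 6 months. The RNA-seq ratio was within 2-fold of the RT-qPCR ratio for 28 genes at 2 months and 29 at 6 months. Removing the GC trend moved r at 2 months to 0.692 over the 37 genes with a GC value, and the use of the 6-month control moved it to 0.915. From the comparison of the 2 assays in Table 1, the paper concludes that RT-qPCR bore out the changes seen by RNA-seq.

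**Figure D3:**
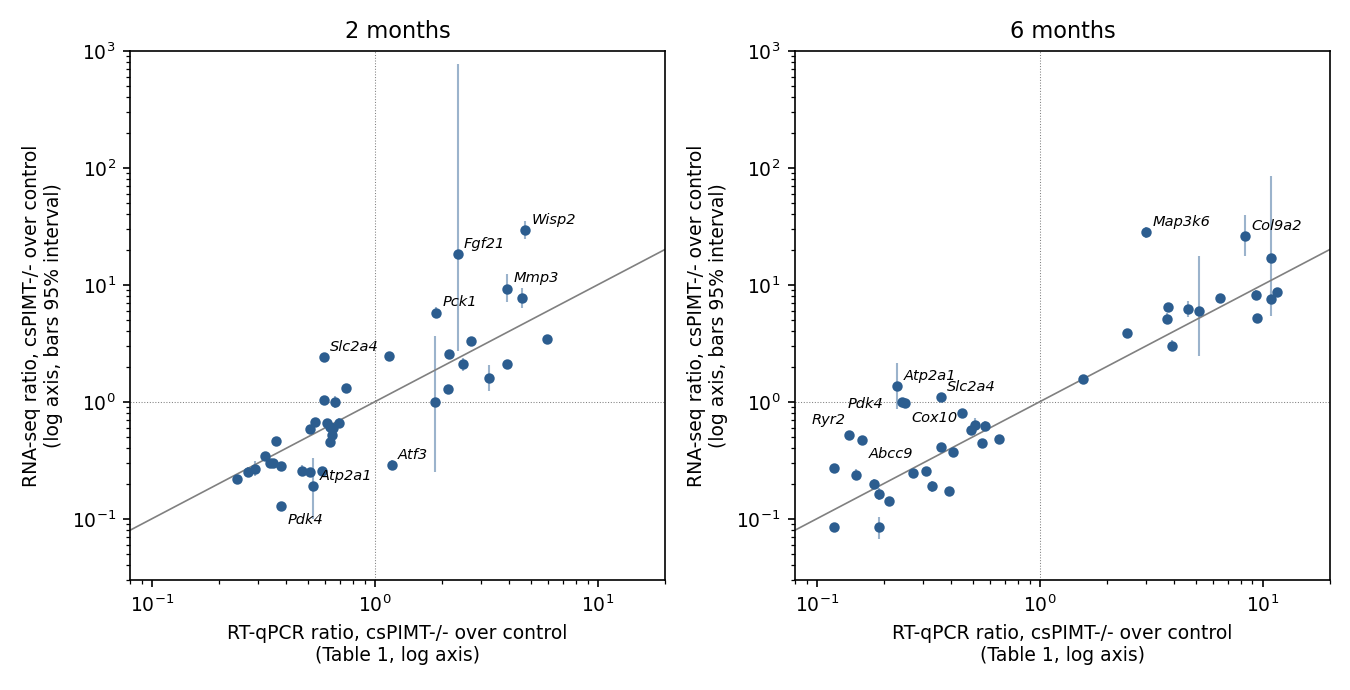
RNA-seq ratio from the files (vertical, log axis) against the RT-qPCR ratio of Table 1 (horizontal, log axis), csPIMT-/- over control, for 40 genes at 2 months (left) and 6 months (right). Each point is a gene from 1 pooled library per group, bars are 95% intervals from the reads, and the diagonal marks equal ratios. Named genes lie far from it, such as *Slc2a4* at 2 months, with 2.42 by RNA-seq.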

### 2.5. Reduced Expression of Genes Related to Mitochondrial Functions in csPIMT^−/−^ Hearts

Genes involved in mitochondrial gene expression and mitochondrial biogenesis are downregulated: Mitochondrial transcription factor A (*Tfam*), is a nuclear encoded gene whose function is to transcribe mitochondrial DNA, and maintain mitochondrial genome copy number [13]. *Tfam* is also necessary for energy generation from oxidative phosphorylation [14]. A 60 to 70% decrease in *Tfam* gene expression was noted in csPIMT^−/−^ mouse heart (Table 1 and Figure 3A) which could explain the reduced population of mitochondria in cardiomyocytes.

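*Tfam* lies on chromosome 10 from 71225464 to 71238280 (GRCm38). It had 2252 reads in control and 416 in csPIMT-/- hearts at 2 months, a ratio of 0.258 (95% interval 0.232 to 0.287), and 2413 and 341 reads at 6 months, a ratio of 0.163 (95% interval 0.145 to 0.182) (no replicates). The decrease at each age lay outside the counting noise, and the control libraries of the 2 ages differed by a ratio of 1.04. Over the 4 libraries limma gave a log2 difference of -2.24 (standard error 0.28, limma adjusted p = 0.012). With the GC trend subtracted the ratio was 0.427 at 2 months and 0.299 at 6 months. The paper reasons that less *Tfam* could account for the smaller number of mitochondria in cardiomyocytes.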

Genes involved in oxidative phosphorylation and respiratory chain complexes and fatty acid β-oxidation pathway are expressed at lower levels: In mitochondria, ATP is generated in inner mitochondrial membrane by five respiratory complexes (Complexes I, II, III, IV and V) through coupled electron transport and oxidative phosphorylation [15,16]. Reduced expression of any one of the genes related to these subunits would affect oxidative phosphorylation and ATP production. Examples of genes whose expression levels decreased include Ndufs4, Ndufaf4, Ndufaf5, Cox7b and Cox10, Sucla2 and Sdha [17], (Table 1). 

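In the files, *Ndufs4* on chromosome 13 from 114287795 to 114388258 (GRCm38) had ratios of 0.581 (95% interval 0.557 to 0.606) at 2 months and 0.246 (95% interval 0.234 to 0.258) at 6 months, and *Ndufaf4* on chromosome 4 from 24898083 to 24905001 ratios of 0.297 (95% interval 0.271 to 0.325) and 0.2 (95% interval 0.183 to 0.218). For *Cox7b*, on chromosome X from 106015700 to 106022450, they were 0.347 (95% interval 0.335 to 0.36) and 0.407 (95% interval 0.395 to 0.419). *Sdha* on chromosome 13 from 74322254 to 74350280 gave 0.614 (95% interval 0.603 to 0.626) and 0.372 (95% interval 0.365 to 0.379), and *Sucla2* on chromosome 14 from 73525319 to 73596142 gave 0.217 (95% interval 0.209 to 0.226) and 0.0845 (95% interval 0.0809 to 0.0881). *Cox10*, on chromosome 11 from 63962627 to 64079468, had 2888 reads in control and 2161 in csPIMT-/- hearts at 2 months and 2968 and 2494 at 6 months. Its ratios of 1.05 (95% interval 0.988 to 1.11) and 0.968 (95% interval 0.918 to 1.02) could not be told from 1 within the counting noise. *Ndufaf5* was not in the files analysed here under that symbol. None of these ratios has replicates. Adjustment for GC content moved *Ndufaf4* by the largest factor, to 0.817 at 2 months and 0.605 at 6 months, and *Cox7b* to 0.764 and 1.03. *Cox10* moved the other way, to 0.725 and 0.661. The paper takes these genes as examples of decreased expression of the respiratory chain.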

Expression of the mitochondrial genes were also assayed using Western blots which showed a significant reduction in the protein levels for Complex II, which catalyzes three out of the four steps in β-oxidation [17] (Figure 3B and Figure 4).

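*Atp2b1*, a plasma membrane calcium pump gene on chromosome 10 from 98914406 to 99026143 (GRCm38), had a ratio of 0.3 (95% interval 0.279 to 0.322) at 2 months and 0.258 (95% interval 0.242 to 0.274) at 6 months. *Ryr2*, on chromosome 13 from 11553102 to 12106945, was among the most counted genes, with 214639 reads in control and 91527 in csPIMT-/- hearts at 2 months, and had ratios of 0.596 (95% interval 0.591 to 0.6) and 0.524 (95% interval 0.52 to 0.528). *Pde1c*, on chromosome 6 from 56069804 to 56569103, had ratios of 0.28 (95% interval 0.265 to 0.296) and 0.141 (95% interval 0.133 to 0.15), whereas *Cacnb1*, on chromosome 11 from 98001508 to 98023034, was higher, with 2.08 (95% interval 1.84 to 2.35) and 5.13 (95% interval 4.63 to 5.69). *Atp2a1* had few reads, 103 in control and 14 in csPIMT-/- hearts at 2 months and 38 and 45 at 6 months. Its ratio was 0.19 (95% interval 0.1 to 0.333) at 2 months, and at 6 months 1.36 (95% interval 0.866 to 2.16), a difference not detectable at this depth. No ratio has replicates. The alternative that moved *Atp2a1* most was the other control library, with 0.5 at 2 months against the 6-month control and 0.515 at 6 months against the 2-month control.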

Expression of mitochondrial calcium homeostasis related genes is reduced: RNA-seq data of csPIMT^−/−^ hearts, which, in several cases were confirmed by RT-qPCR show significant changes in the expression levels of key genes, namely *Atp2b1*, *Atp2a1*, *Ryr2*, *Cacnb1*, and *Pde1c* that are involved in calcium signaling pathway and cardiac muscle contraction (Table 1). These changes in gene expression could contribute to the development of DCM and are consistent with the echocardiographic observations shown in Figure 2, which indicated poor contractility of PIMT null hearts.

Electron microscopic analysis of csPIMT^−/−^ heart reveal structural damage to mitochondria: Gene expression data suggest dramatic changes in mitochondrial functions in csPIMT^−/−^ mouse heart. To further analyze the damage occurred in mitochondria of csPIMT^−/−^ myocardial cells, we carried out electron microscopic analysis of six-month-old csPIMT^−/−^ heart tissue. Results shown in Figure 3D indicate the presence of lipid vacuoles of differing sizes in cardiomyocytes (Figure 3D). Some mitochondria contained lipid droplets and membranous swirls (*yellow arrows*). Irregularities in Z band pattern were also noted (*red arrows*). These observations combined with the changes in gene expressions described above strongly argues that loss of PIMT leads to damage in mitochondria.

csPIMT^−/−^ cardiomyocytes undergo increased mitophagy. Because we observed severe mitochondrial damage in csPIMT^−/−^ cardiomyocytes, we ascertained whether csPIMT^−/−^ cardiomyocytes display increased mitophagy. Examination of RNA-seq data revealed changes in the expression of several key genes related to mitophagy including *Pink1* (PTEN-induced putative kinase 1), and *Drp1* (dynamin-related protein 1) [18,19,20,21]. 

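*Pink1* on chromosome 4 from 138313409 to 138326307 (GRCm38) rose from 15897 reads in control to 29194 in csPIMT-/- hearts at 2 months, although the csPIMT-/- library held fewer reads in all. *Dnm1l*, the gene of DRP1, on chromosome 16 from 16312230 to 16358959, had 4561 reads in control and 829 in csPIMT-/- hearts at that age. At 6 months the reads were 21465 and 29428 for *Pink1* and 7549 and 1134 for *Dnm1l*. Over both ages limma gave *Pink1* a log2 difference of 1.05 (standard error 0.277, limma adjusted p = 0.041) and *Dnm1l* a log2 difference of -2.21 (standard error 0.241, limma adjusted p = 0.012).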

These genes play important roles in maintaining mitochondrial homeostasis through complex mechanisms. 

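As ratios of csPIMT-/- over the control, these reads gave 2.56 (95% interval 2.52 to 2.62) for *Pink1* at 2 months and 1.58 (95% interval 1.55 to 1.61) at 6 months, and 0.254 (95% interval 0.235 to 0.273) and 0.173 (95% interval 0.162 to 0.184) for *Drp1* (no replicates). Between the control pools of the 2 ages the ratio was 1.31 for *Pink1* and 1.61 for *Drp1*. Subtraction of the GC trend gave 1.59 and 0.963 for *Pink1*, whose transcript has a GC content of 59%, and 0.616 and 0.477 for *Drp1*, with 40.9%.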

As shown in Table 1, *Pink1* RNA levels increased between two- to three-fold and Drp1 RNA levels decreased two-fold. The changes in the expression of these genes were also confirmed by Western blots (Figure 4C). In agreement with RNA data, PINK levels increased at least two-fold whereas DRP1 levels decreased two-fold. To sum up, these results suggest that csPIMT^−/−^ heart cells undergo increased mitophagy, and also possibly decreased fission due to increased mitochondrial damage.

Genes involved in the β-oxidation process are expressed at lower levels: Heart muscle cells contract constantly in a coordinated fashion. Therefore, to maintain its contractile function, heart cells must receive constant supply of metabolic substrates to generate ATP. The major source (about 70%) of the energy for cardiac muscle cells come from fatty acids, especially long chain fatty acids [22]. The remainder of the energy in myocardial cells is derived from glucose and lactose [22]. β-Oxidation, a catabolic process by which fatty acid molecules are oxidized, is primarily facilitated by an enzyme complex (mitochondrial trifunctional protein, MTP) that is associated with the inner mitochondrial membrane. Therefore, we assessed the expression levels of genes related to fatty acid oxidation. 

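The 41 listed fatty acid oxidation genes, divided after the files arrived into 26 mitochondrial and 15 peroxisomal genes, all had at least 10 reads in 1 of the libraries compared at each age. At 2 months 21 of the mitochondrial and 5 of the peroxisomal genes were lower in csPIMT-/- than in control hearts, with median ratios of 0.883 and 1.42. At 6 months 21 mitochondrial and 10 peroxisomal genes were lower, with median ratios of 0.634 and 0.835. Against such random sets the whole list was lower at 6 months (permutation p = 0.002, adjusted p = 0.0081 over 8 tests) and not distinguishable from them at 2 months (permutation p = 0.35, adjusted p = 0.46). The median log2 ratio at 6 months moved from -0.627 to -0.312 after the GC trend was removed (permutation p = 0.011).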

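*Ppara*, on chromosome 15 from 85734983 to 85802819 (GRCm38), had a ratio of 0.667 (95% interval 0.636 to 0.699) at 2 months and 0.577 (95% interval 0.55 to 0.605) at 6 months. *Ppargc1a*, the gene of PGC1α, on chromosome 5 from 51454250 to 51567726, had 0.251 (95% interval 0.237 to 0.266) and 0.447 (95% interval 0.424 to 0.471). The subunits of MTP are encoded side by side by *Hadha* and *Hadhb*, on chromosome 5 from 30118304 to 30155162 and from 30155248 to 30184593. *Hadha* had ratios of 0.63 (95% interval 0.623 to 0.638) and 0.471 (95% interval 0.464 to 0.477), and *Hadhb* of 0.6 (95% interval 0.581 to 0.619) and 0.531 (95% interval 0.513 to 0.55). For *Acadm*, the gene of MCAD on chromosome 3 from 153922357 to 153944632, the ratios were 0.458 (95% interval 0.448 to 0.468) and 0.272 (95% interval 0.265 to 0.278). *Ucp3*, on chromosome 7 from 100472990 to 100486432, gave 0.451 (95% interval 0.418 to 0.487) and 0.238 (95% interval 0.214 to 0.264), and *Abcc9*, on chromosome 6 from 142587862 to 142702315, gave 0.657 (95% interval 0.643 to 0.67) and 0.475 (95% interval 0.465 to 0.485). All these decreases lay outside the counting noise, and none has a replicate check. The GC adjustment moved *Hadhb*, whose transcript has a GC content of 39.1%, to 1.7 and 1.64, and *Ppargc1a* to 0.568 and 1.16. From the decrease of these genes the paper concludes that the β-oxidation process is expressed at lower levels.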

Data presented in Table 1 show a reduced expression of several genes involved in fatty acid oxidation including *Ppar*α, *Pgc1α*, *Mtp*, *Mcad*, *Ucp*3 and *Abcc9* [23,24]. Decreased expression of several of these genes was also confirmed at the protein level by analyzing key mitochondrial and peroxisomal fatty acid β-oxidation enzymes. Western blots from total cell extracts derived from two- and six-month-old csPIMT^−/−^ hearts along with that of csPIMT^fl/fl^ hearts reveal that protein levels for mitochondrial enoyl-CoA hydratase (ECHS1), MTP, MCAD, SCAD and peroxisomal EHHADH/L-PBE are decreased two- to five-fold as compared to that of control heart extracts (Figure 3B and Figure 4B). These data are consistent with the decreased RNA levels shown in Table 1.

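The RNA levels of the same enzymes in the files were as follows. MTP (*Hadha*) had a ratio of 0.63 at 2 months and 0.471 at 6 months, and MCAD (*Acadm*) of 0.458 and 0.272. *Echs1*, on chromosome 7 from 140105710 to 140116476 (GRCm38), had ratios of 1.62 (95% interval 1.59 to 1.66) and 1.04 (95% interval 1.01 to 1.06). For SCAD (*Acads*, chromosome 5 from 115110299 to 115119346) they were 1.5 (95% interval 1.47 to 1.54) and 1.14 (95% interval 1.11 to 1.17). *Ehhadh*, on chromosome 16 from 21761287 to 21787807, had 548 reads in control and 2502 in csPIMT-/- hearts at 2 months, a ratio of 6.38 (95% interval 5.81 to 7.01), and 0.835 (95% interval 0.765 to 0.911) at 6 months (no replicates). *Ehhadh* was the gene most moved by the choice of control, with 2.77 at 2 months against the 6-month control and 1.91 at 6 months against the 2-month control. *Acads* at 6 months had 0.96 against the 2-month control. The GC adjustment moved *Acads* to 0.924 and 0.688, below 1 at both ages. It gave 1.98 and 1.26 for *Echs1* and 8.57 and 1.15 for *Ehhadh*. The paper sets the lower protein levels of these enzymes beside the decreased RNA levels of Table 1.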

### 2.6. csPIMT^−/−^ Mice Develop Cardiac Fibrosis

Cardiac fibrosis is an important complication in all types of heart diseases including DCM and it is associated with excessive accumulation of extra cellular matrix. To determine whether DCM in csPIMT^−/−^ heart is associated with cardiac fibrosis, we examined the heart tissue for fibrosis by staining paraffin sections of heart with Masson’s trichrome staining. Figure 5A shows significant fibrosis in csPIMT^−/−^ heart as compared to the normal hearts at six months of age. Gene expression analysis supported this observation. 

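At 6 months *Tgfb2*, on chromosome 1 from 186622792 to 186705989 (GRCm38), had 752 reads in control and 3419 in csPIMT-/- hearts, a ratio of 5.24 (95% interval 4.84 to 5.68). *Ctgf* rose from 7964 to 53340 reads, a ratio of 7.72 (95% interval 7.54 to 7.9), and *Col9a2*, on chromosome 4 from 121039385 to 121055322, from 27 to 610 reads, a ratio of 26 (95% interval 17.7 to 39.8). For *Mmp3*, on chromosome 9 from 7445822 to 7455975, the reads were 235 and 1551 and the ratio 7.61 (95% interval 6.63 to 8.76). *Timp1*, on chromosome X from 20870166 to 20874735, had 189 and 1014 reads, a ratio of 6.18 (95% interval 5.29 to 7.26) (no replicates). Every increase was larger than the counting noise. Against the 2-month control, the ratio of *Col9a2* was 6.42 and that of *Mmp3* 29.5. The paper takes the raised levels of these RNAs as support for the fibrosis seen by staining.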

At six months of age both RNA-seq and RT-qPCR data showed elevated levels of *Tgfβ2*, *Ctgf*, *Col9a2*, *Mmp3* and *Timp1* RNAs that stimulate signaling mechanisms involved in the regulation of extracellular matrix and promote fibrosis [25,26] (Table 1 and Figure 5B).

### 2.7. Genes Related to Glucose Metabolism Are Downregulated in csPIMT^−/−^ Heart Leading to Glycogen Storage

As stated above, glucose and lactose also serve as significant energy source for myocardial cells. Glucose transporters (GLUT) are a family of proteins which mediate entry of glucose into cells [27,28]. Of these, GLUT4 is the most abundant glucose transporter in heart [29]. We observed a three-fold reduced expression of *Glut4* and hexokinase 2 (*Hk2*, ref [30]) in csPIMT^−/−^ heart as compared to that of PIMT^fl/fl^ heart (Table 1) that potentially could reduce uptake of glucose by myocardial cells (*Glut4*), phosphorylation of glucose (*Hk2*) and curtail the energy source from glucose and lactose for heart cells (Table 1). 

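*Slc2a4*, the gene of GLUT4, lies on chromosome 11 from 69942539 to 69948188 (GRCm38). It had 14226 reads in control and 24603 in csPIMT-/- hearts at 2 months, a ratio of 2.42 (95% interval 2.37 to 2.47), and 21268 and 20097 reads at 6 months, a ratio of 1.09 (95% interval 1.07 to 1.11). *Hk2*, on chromosome 6 from 82725025 to 82774454, had ratios of 1.31 (95% interval 1.28 to 1.35) at 2 months and 0.797 (95% interval 0.777 to 0.816) at 6 months (no replicates). The control library made a difference for both genes. With the 6-month control the 2-month ratios were 1.57 for *Slc2a4* and 0.93 for *Hk2*, and the 2-month control gave 6-month ratios of 1.66 and 1.12. Subtraction of the GC trend gave 1.7 at 2 months and 0.751 at 6 months for *Slc2a4*, and 1.13 and 0.647 for *Hk2*. In Table 1 the 6-month ratios are 0.36 for *Glut4* and 0.45 for *Hk2* by RT-qPCR, and 0.78 and 0.83 by RNA-seq. From Table 1 the paper reasons that less GLUT4 and hexokinase 2 could potentially limit the uptake and phosphorylation of glucose.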

A likely consequence of reduced expression of these genes is that glucose is not properly utilized in csPIMT^−/−^ myocardial cells and stored as glycogen. We also noted significant reduction in the *Pdk4* mRNA level in the myocardium of csPIMT^−/−^ mice (Figure S1). 

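In the RNA-seq files, *Pdk4* (chromosome 6 from 5483351 to 5496309, GRCm38) had 40484 reads in control and 3745 in csPIMT-/- hearts at 2 months, a ratio of 0.129 (95% interval 0.125 to 0.134). At 6 months the reads were 13483 and 11667, and the ratio of 0.997 (95% interval 0.973 to 1.02) could not be told from 1 (no replicates). The control pools themselves differed, by a ratio of 0.323 at 6 over 2 months, and against the 6-month control the 2-month ratio was 0.377. The 6-month ratio was 0.34 against the 2-month control, 0.504 with both controls summed and 1.82 after the GC trend was subtracted.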

This enzyme plays a key role in the regulation of glucose and fatty acid metabolism via phosphorylation [31]. Glucokinase (*Gck1,2*) provides G6P for the synthesis of glycogen [32]. GK mRNA level is increased in PIMT^−/−^ heart, as compared to that of PIMT^fl/fl^ heart (Figure S1).

### 2.8. Tamoxifen-Inducible Heart-Specific Cre-Recombinase to Disrupt PIMT Gene (TmcsPIMT^−/−^) in Adult Mouse

To further validate the findings that lack of PIMT expression is solely responsible for the heart abnormalities and associated heart failure observed in csPIMT^−/−^ mice, we used tamoxifen-inducible heart-specific Cre (Myh6-MCM)/PIMT^fl/fl^ mouse model (TmcsPIMT^−/−^). The tamoxifen-inducible gene knockout approach has clear advantages in that expression of a selected gene can be ablated in adult mice, as necessary, in a tissue-specific manner [33]. The Myh6-MCM/PIMT^fl/f^ mice were given daily intraperitoneal injection of tamoxifen for five days. By 14 days after the first tamoxifen injection, the size of the heart increased dramatically as compared to that of littermate controls (Figure 6A, upper panel). Figure 6A also shows (lower panel) dilatation of the left ventricular chambers with thinning of the walls. PIMT RNA levels become almost non-detectable in heart (Figure 6B). PIMT expression was also evaluated using Western blot method. Figure 6C shows that PIMT expression was negligible in TmcsPIMT^−/−^ hearts as compared to control hearts. Immunostaining of TmcsPIMT^−/−^ heart tissue confirmed the absence of PIMT in nuclei of TmcsPIMT^−/−^ mouse cardiomyocytes Echocardiographic analysis of TmcsPIMT^−/−^ mice heart revealed increased left ventricular end-diastolic internal dimension (LVID-d), decreased fractional shortening and also decreased ejection fraction (Figure 6D,E). The contractility of TmcsPIMT^−/−^ mouse heart was diminished with the ejection fraction in TmcsPIMT^−/−^ mouse was 45% vs. 78% for floxed littermate controls (Figure 6F). Likewise, a fractional shortening of 21% vs. 43% for littermate controls was also observed (Figure 6G). These values suggest poor contractility of PIMT null hearts and support the conclusion that PIMT deficient mice die of DCM. Accordingly, the mRNA levels of heart failure indicator BNP were significantly elevated in TmcsPIMT^−/−^ mouse heart (Figure 6H).

We also examined whether TmcsPIMT^−/−^ hearts develop cardiac fibrosis. As shown in Figure S2, Masson Trichrome staining indicated significant cardiac fibrosis in PIMT null hearts in Tamoxifen inducible model (shown by arrows) which is in agreement with the development of cardiac fibrosis in csPIMT^−/−^ hearts. There was also significant increase in the RNA levels of *Ctgf* and Tgfβ2 genes (Figure S2C,D).

## 3. Discussion

The molecular mechanisms that lead to the development of DCM are not well understood. We now report the role played by PIMT in mouse heart functions. PIMT, an RNA binding protein with methyl transferase activity, participates in the formation of 2,2,7-trimethylguanosine cap structures of small nuclear and nucleolar RNAs that are important in RNA splicing [1]. Furthermore, PIMT interacts with nuclear receptor coactivators NCOA6, p300/CBP histone acetyltransferases, and the MED1 subunit of the Mediator complex and these interactions appear to influence energy metabolism in heart [8]. Mice with germ line deletion of *Pimt* gene, manifest early embryonic lethality by affecting development during preimplantation stage [11]. These and other results suggest that PIMT has the potential to control metabolic pathways at the chromatin level by influencing fatty acid oxidation and gluconeogenesis-related genes on its own merit and in concert with other transcription factors.

The results presented in this paper clearly demonstrate that PIMT is an essential gene for normal heart function and that heart-specific ablation of PIMT results in DCM (Figure 2 and Figure 6). Cardiomyocyte-specific conditional PIMT deleted mice (csPIMT^−/−^ mice) died by 7.5 months of age (this manuscript) whereas csMed1^−/−^ mice died at age of one month [9]. It is also worth noting that deletion of the Mediator subunit genes including *Med1*, *Med12* or *Med30* in heart is more damaging in causing DCM [9,34,35,36]. It is not surprising because Med1 is necessary for the completion of transcriptional signaling of PPAR subfamily nuclear receptors [3].

The heart sections of two-month-old csPIMT^−/−^ mice showed detectable thinning of the ventricular walls with considerable ventricular enlargement (Figure 1). That the two-month-old csPIMT^−/−^ hearts suffer with DCM is supported by the data showing elevated levels of mRNAs coding for the BNP and ANP proteins. Both BNP and ANP levels increase during heart failure as ventricular cells secrete both these peptides in response to left ventricular dysfunction [12]. Left ventricular dilation increases progressively in csPIMT^−/−^ hearts as evidenced by the images of H&E stained heart cross sections and sustained increase of ANP and BNP RNA levels (Figure 1). Other evidence including diminished contractility of csPIMT^−/−^ hearts, loss of structural integrity of mitochondria and reduced expression of most of the genes related to oxidative phosphorylation and the fatty acid β-oxidation. Evidence supports the assertion that mitochondrial damage significantly contributes to the development of DCM and myocardial dysfunction. Cardiac myocytes are a type of muscle cells that contract and expand continuously, and this contractility is dependent on the constant supply of ATP generated by mitochondria through a complex interaction between oxidative phosphorylation and electron transport chain systems and both mitochondrial and peroxisomal fatty acid β-oxidation systems. Our gene expression analysis showed that the majority of the genes related to both these β-oxidation systems are expressed at lower levels in csPIMT^−/−^ hearts at four and six months of age. 

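At 6 months, 21 of the 26 fatty acid oxidation genes listed as mitochondrial were lower in csPIMT-/- than in control hearts, 9 of them by more than 2-fold. The lowest of this list was *Decr1* (ratio 0.186), followed by *Acsl3* (0.197) and *Acadm* (0.272). The list takes in *Acsl3*, *Acsl4* and *Cpt1c*, whose products are not specific to mitochondrial β-oxidation. Of 15 peroxisomal genes 10 were lower, from *Abcd2* (0.15) and *Abcd3* (0.215) to *Pecr* (0.863), whereas *Acox2* (5.26) and *Acaa1a* (1.54) were higher (no replicates). For both systems together the median log2 ratio of -0.627 became -0.312 with 32 of 41 genes lower when the GC trend was subtracted (permutation p = 0.011). The paper sets the lower expression of these systems beside the constant supply of ATP that cardiac myocytes need to contract.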

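By complex, 5 of 35 subunit genes of complex I were lower in csPIMT-/- hearts at 2 months and 11 at 6 months, with median ratios of 1.43 and 1.19. In complex II 2 of 4 genes were lower at each age (medians 1.07 and 1.1). Complex III had 3 of 9 genes lower at 2 months and 4 at 6 months (medians 1.49 and 1.2), and complex IV 4 and 5 of 18 (medians 1.34 and 1.25). Genes lower by more than 2-fold at 6 months included *Ndufa5* (ratio 0.174), *Ndufs4* (0.246), *Uqcrb* (0.261), *Sdha* (0.372) and *Cox7b* (0.407). *Ucp3* had 2785 and 900 reads in control and csPIMT-/- hearts at 2 months and 2101 and 434 at 6 months, ratios of 0.451 and 0.238 (no replicates). Random sets of genes of like mean count had a median log2 ratio of 0.159 at 2 months and 0.245 at 6 months. Over all complexes it was 0.428 and 0.256, the latter close to that of such sets (permutation p = 0.92). The median over all complexes at 6 months went from 0.256 to -0.0604 when the GC trend was subtracted (permutation p = 0.26). The same subtraction moved the 2-month median from 0.428 to 0.298, with 64 of 81 genes above 1 (permutation p = 0.0017, adjusted p = 0.0066).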

For example, expression of several genes related to mitochondrial complexes I to IV and the mitochondrial uncoupling protein UCP3 decreased by about two- to five-fold. 

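Across the 4 libraries, limma gave *Ppara* a log2 difference of -0.646 (standard error 0.208, limma adjusted p = 0.066), *Ppargc1a* a log2 difference of -1.53 (standard error 0.265, limma adjusted p = 0.017) and *Acadm* a log2 difference of -1.46 (standard error 0.278, limma adjusted p = 0.02) between csPIMT-/- and control hearts. As ratios at each age, *Ppara* had 0.667 and 0.577, *Ppargc1a* 0.251 and 0.447, and *Acadm* 0.458 and 0.272 at 2 and 6 months. The largest move was that of *Ppargc1a* under the GC adjustment, to 0.568 at 2 months and 1.16 at 6 months.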

Similarly, expression of genes such as *Ppar*α, *Pargc1a*, *Acadm* that are involved in energy homeostasis is also reduced about two- to six-fold. 

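In the RNA-seq libraries *Tfam* fell to 0.258 of the control at 2 months and 0.163 at 6 months, from 2413 reads in the control to 341 in csPIMT-/- hearts at the later age (no replicates). TMM normalization left the 6-month ratio at 0.164, and the GC adjustment gave 0.299. The paper sets this decrease beside the lower mitochondrial DNA copy number.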

Another important gene *Tfam*, involved in mitochondrial DNA replication and transcription is also expressed at six-fold reduced levels that correlates with decreased mitochondrial copy number in csPIMT^−/−^ hearts. TFAM is a multifunctional transcriptional factor that is critical for the mitochondrial DNA transcription and maintenance of mitochondrial genome copy number [13]. The mitochondria of csPIMT^−/−^ heart cells also suffer structural damage as evidenced by the presence of lipid droplets and membranous swirls and irregularities in Z band pattern (Figure 3). In addition, evidence indicates that csPIMT^−/−^ cardiomyocytes display increased mitophagy. In summary, mitochondria of csPIMT^−/−^ hearts are unable to perform their normal functions and thus contribute to DCM and heart failure.

The role played by the peroxisomal and mitochondrial β-oxidation in the pathogenesis of cardiomyocyte and mitochondrial damage leading to the development of DCM is that both inhibition and profound elevation of fatty acid β oxidation can be pathogenic [37]. Diminished fatty acid β-oxidation can occur in the absence of PPARα and this causes toxic lipid injury due to un-metabolized very long chain fatty acids and fatty acyl CoAs and other intermediate metabolic products [37]. Likewise, excess fatty acid β-oxidation resulting from PPARα activation can also be deleterious [37,38].

Proper transport of calcium in and out of cardiac myocytes and coordination between calcium channel function and ATP production are critical for normal heart functions. Defects in calcium regulation and energy production are hallmarks of heart failure [39]. 

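Of a list of calcium handling genes fixed before the files arrived, 32 of 49 were lower and 17 higher in csPIMT-/- hearts at 2 months, and 29 of 48 lower and 19 higher at 6 months. More than 2-fold lower at 6 months were 18 genes, among them *Cacna1h* (ratio 0.0842), *Pde1c* (0.141), *Cacna2d1* (0.167), *Trdn* (0.213), *Pln* (0.25) and *Cacnb2* (0.278). More than 2-fold higher were 6, with *Cacnb1* (5.13) and *Ryr1* (3.46) the highest. The median ratio was 0.78 at 2 months (permutation p = 0.03, adjusted p = 0.059) and 0.677 at 6 months (permutation p = 0.0034, adjusted p = 0.009). At 6 months the median log2 ratio of -0.564 was reduced in size to -0.209 by the GC adjustment (permutation p = 0.061).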

Global RNA analysis of csPIMT^−/−^ heart tissue showed downregulation of several genes related to calcium channel structure and function, cardiac muscle contraction and calcium homeostasis. 

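*Atp2a2*, on chromosome 5 from 122453513 to 122502225 (GRCm38), was among the 10 most counted genes of both controls. It had 257841 reads in control and 146042 in csPIMT-/- hearts at 2 months, a ratio of 0.791 (95% interval 0.786 to 0.796), and 267676 and 109832 reads at 6 months, a ratio of 0.473 (95% interval 0.47 to 0.476). *Cacna1h*, on chromosome 17 from 25374285 to 25433783, had 1102 and 212 reads at 2 months and 1245 and 91 at 6 months, ratios of 0.269 (95% interval 0.231 to 0.312) and 0.0842 (95% interval 0.0673 to 0.104) (no replicates). Under the GC adjustment *Atp2a2* had 0.951 and 0.564 and *Cacna1h* 0.165 and 0.0506.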

For example, *Atp2a2* (also known as *Serca-2a*) which encodes Ca2β ATPase isoform 2a protein and *Cacna1h* encodes a structural protein of voltage gated calcium channel are involved in calcium mediated changes in cardiomyocyte contractility [39]. 

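The RNA level of *Ryr2* fell from 214639 to 91527 reads at 2 months and from 244539 to 111169 reads at 6 months, ratios of 0.596 and 0.524 (no replicates). Over the 4 libraries limma gave a log2 difference of -0.797 (standard error 0.353, limma adjusted p = 0.14). The depth leaves little counting noise here, and the largest move of a ratio was to 0.508 at 2 months, against the 6-month control.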

Similarly, ryanodine receptor 2 gene (*Ryr2*), which encodes Ryr2 protein initiates cardiac muscle contraction by calcium channeling [29]. *Ryr2* regulates mitochondrial Ca^2+^ and ATP levels as well as a cascade of transcription factors that modulate metabolism and survival [39,40]. Overall, these results suggest that calcium regulation is defective in myocardial cells of csPIMT^−/−^ hearts owing to reduced expression of the relevant genes described above. Thus, PIMT along with Med1 and Med12 contribute to the regulation of calcium handling genes [9,36].

We also observed significant myocardial fibrosis in csPIMT^−/−^ heart at six months of age. In normal heart, the fibroblasts form a network throughout myocardium and contribute in part to the mechanical and structural maintenance of heart [41]. When there is cardiac injury, myocardial fibroblasts are activated due to cytokine and neurohumoral factors released by the heart tissue which deregulate the extracellular matrix leading to the development of fibrosis [26]. The fibrosis process involves activation of a number of genes related to formation of extracellular matrix including *Tgfβ*, connective tissue growth factor (*Ctgf*), matrix metalloprotease *Mmp3*, alpha 2 type IX collagen (*Col9a2*), and the tissue inhibitor of metalloproteinase-1 Timp1 [26]. 

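At 2 months, the ratio was 0.99 (95% interval 0.882 to 1.11) for *Tgfb2*, not distinguishable from 1 by its reads (711 in control and 504 in csPIMT-/- hearts). It was 2.44 (95% interval 2.38 to 2.51) for *Ctgf* and 9.28 (95% interval 7.09 to 12.3) for *Mmp3*, the latter from 62 and 412 reads. *Col9a2* had 112 and 128 reads, a ratio of 1.6 (95% interval 1.23 to 2.08), and *Timp1* 127 and 694 reads, a ratio of 7.63 (95% interval 6.31 to 9.3) (no replicates). The 6-month control in place of the 2-month control gave 0.909 for *Tgfb2*, 6.43 for *Col9a2*, 2.38 for *Mmp3* and 4.98 for *Timp1*.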

Our RNAseq and RT-qPCR data confirmed the upregulation of these genes beginning two months after birth, with the expression levels ranging from 1.5- to eight-fold depending on the type of the gene. 

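From 2 to 6 months, the median ratio of 44 extracellular matrix genes went from 0.996, with 22 genes above 1 (permutation p = 0.68, adjusted p = 0.77), to 1.99, with 39 above 1 (permutation p = 0.00056, adjusted p = 0.0045). The difference between the ages was not tested. Among the genes raised at 6 months were *Comp* (ratio 9.16), *Thbs4* (8.2), *Lox* (5.13), *Col12a1* (4.56) and *Thbs1* (4.13), and *Lum* was lower (0.562). At 2 months the 6-month control gave a median log2 ratio of 0.503 in place of -0.00547 (permutation p = 0.094). The paper proposes that sustained upregulation could explain the cardiac fibrosis.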

Sustained upregulation of these genes was observed at the age of six months that could explain the development of the cardiac fibrosis in csPIMT^−/−^ hearts.

At present, we do not know the molecular mechanisms by which PIMT affects gene expression except that it occurs at the chromatin level. We showed earlier that PIMT physically interacts with NCOA6, p300/CBP, and MED1 to transcriptionally stimulate reporter genes [8]. Based on these observations, we propose a model in which PIMT forms a complex with NCOA6 and cooperates with histone acetyl transferases p300/CBP, MED1 and perhaps with other unknown chromatin factors to affect transcription of a group of genes specific for cardiac functions [8] (see Figure 7). This model at least in part can explain the broad effects we observed about PIMT deletion in PIMT^−/−^ hearts. However, additional studies are needed to address many of the issues raised in this study.

In summary, we have for the first time, reported here an essential function for PIMT gene in heart function and consequences of ablation of PIMT gene in heart including the development of DCM and heart failure. Thus, PIMT is a member of a growing list of essential genes that are critical for heart function and understanding the PIMT functions in heart will aid in the efforts to develop novel drugs and other therapeutic strategies in the management of heart failure.

## 4. Materials and Methods

### 4.1. Animals

PIMT conditional knock-out mice were generated using the two-loxP, two-frt recombination system [42]. 

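In GENCODE M21 the PIMT gene is listed as *Tgs1* (ENSMUSG00000028233), on chromosome 4 of GRCm38 from 3574875 to 3616619 on the plus strand. The longest annotated transcript has 13 exons and 4327 nucleotides, of which 2559 are coding (853 codons, the stop codon not counted). Exon 3 lies from 3585031 to 3585188 (158 nucleotides) and exon 4 from 3585452 to 3586265 (814 nucleotides). Exon 3 begins with GAGACCAAGGTACAGAAGAGGAGGAAGATG and exon 4 ends with AGAACAGAAGCTCAGACCAACCAGCTAAAG. Both exons are coding throughout and together hold 972 nucleotides, or 324 codons with a remainder of 0, which is 38% of the coding sequence. The PIMT primer pair of Table S5 amplifies 157 nucleotides, 104 in exon 1 and 53 in exon 2, upstream of the deleted exons. In the RNA-seq libraries, which count reads over all exons, *Tgs1* had 670 reads in control and 130 in csPIMT-/- hearts at 2 months, a ratio of 0.271 (95% interval 0.223 to 0.327), and 928 and 156 reads at 6 months, a ratio of 0.194 (95% interval 0.162 to 0.23) (no replicates). The GC adjustment changed these ratios to 0.597 and 0.491.

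**Figure D4:**
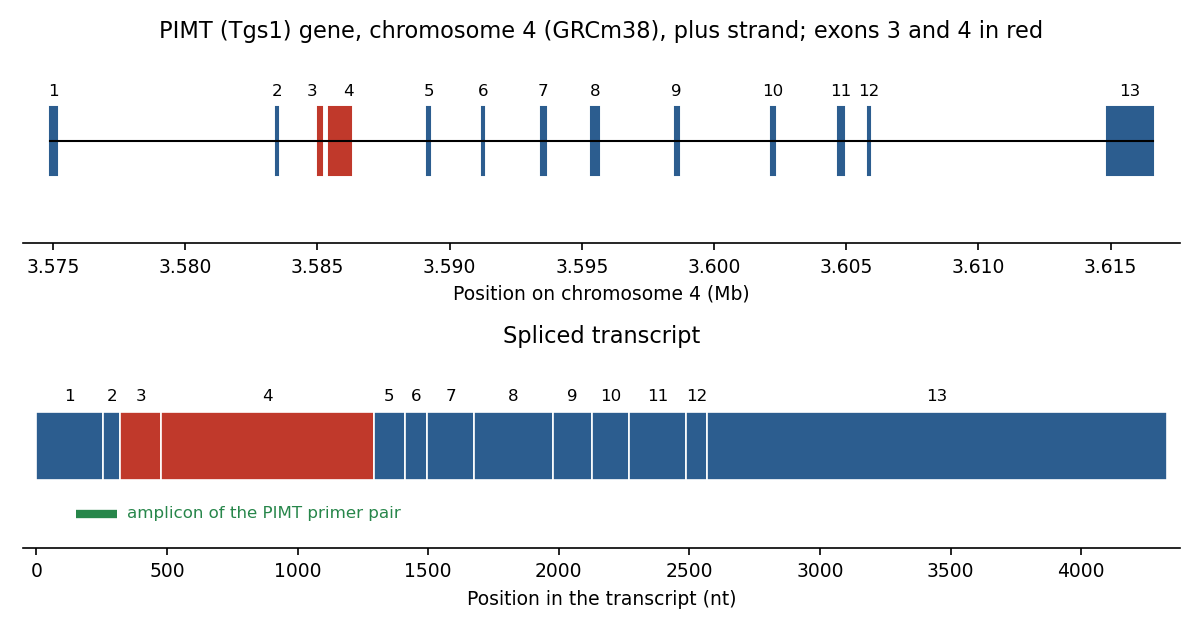
Exons of the PIMT gene on chromosome 4 of GRCm38 (top, position in Mb) and in the spliced transcript (bottom, position in nucleotides), to scale and numbered from 1 to 13. Exons 3 and 4, which the floxed allele removes, are red, from position 321 to 1292 of the transcript, and the bar marks the amplicon of the PIMT primer pair, from position 152 to 308.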

PIMT^fl/fl^ mice were crossbred with cardiac α-myosin heavy chain promoter driven Cre (α-MyHC-Cre) transgenic mice [11] to generate cardiomyocyte-specific PIMT null mice (csPIMT^−/−^) with deletion of exons 3 and 4 of *PIMT* gene commencing during late embryonic period. PCR genotyping was performed using the primers P4: 5′-CTGCATGTATGAATCTTGGGAG-3′, P5: 5′-GCATCAAGAATATACAGAACAGAGA CTC-3′ and P6: 5′-CTCCTTCCTTCTGTACCTCTGTAGC-3′. Primers P6/P5 yielded a 376 bp Wild-type PIMT allele in PIMT^+/+^ mice; primers P4/P5 yielded a 298 bp PIMT^fl/fl^ allele. *Cre*-specific primers used included: 5′-AGGTGTAGAGAAGGCACTCAGC-3′ and 5′-CTAATCGCCATCTTCCAGCAGG-3′.

To generate mice with tamoxifen-inducible heart-specific PIMT deletion (TmcsPIMT^−/−^), PIMT^fl/fl^ mice were cross-bred with Myh6-MCM (tamoxifen-inducible heart-specific Cre) transgenic mice purchased from the Jackson Laboratory [33]. TmcsPIMT^−/−^ mice and their littermate controls were administered tamoxifen intraperitoneally at seven weeks of age at a daily dose of 65 mg/kg body weight for five days and then killed at selected intervals. Survival curves were obtained by following 36 csPIMT^−/−^ mice and the same number of csPIMT^fl/fl^ genotype. The criteria used for animal euthanasia were as listed previously [5], and included absence of food and water consumption, diminished or absence of mobility, absence of heart beat and respiratory movement. Pentobarbital was injected intraperitoneally at the dose of 150 mg/kg body weight to minimize suffering. Animals had access to food and water ad libitum and maintained on a 12-h light-dark cycle. All procedures were performed in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals. The animal protocols were reviewed and approved by the Institutional Animal Care and Use Committee of Northwestern University (protocol number 2013–3198, 1 July 2013).

### 4.2. Echocardiography

Echocardiography was performed as described previously using a VisualSonics Vevo 770 high-resolution noninvasive transthoracic imaging system with a 30 MHz scanhead [5]. Short- and long-axis parasternal views were used to obtain 2D and M-mode images which facilitated examination of the septum, posterior wall and left ventricular outflow tract. We recorded at least eight independent cardiac cycles per experiment.

### 4.3. Histological Analysis

Heart tissues from csPIMT^−/−^ and PIMT^fl/fl^ and also from TmcsPIMT^−/−^ and the corresponding control mice were fixed in 4% paraformaldehyde for 48 h and processed for embedding in paraffin. Sections, 4-μm thick, were stained with hematoxylin and eosin (H&E). Immunohistochemical localization of PIMT was carried out using anti-PIMT antibody (catalog number IHC-00467, Bethyl, Montgomery, TX, USA). Masson’s trichrome staining was used for the visualization of cardiac fibrosis. Heart specimens were also embedded in O.C.T. compound (Tissue-TeK, Torrance City, CA, USA), and 6-um thick sections were stained with Oil Red O for the visualization of neutral lipid.

### 4.4. Electron Microscopy

Heart tissue samples obtained from the left ventricle were fixed overnight at 4 °C with 3% glutaraldehyde in sodium cacodylate buffer. The tissue was then post-fixed in 1% osmium tetroxide in cacodylate buffer (pH 7.4) for 2 h at 4 °C and embedded in Epon [9]. Ultra-thin sections were cut with a Leica UC6 ultramicrotome and examined with a FEI Tecnai Spirit transmission electron microscope (FEI, Hilsboro City, OR, USA).

### 4.5. Library Construction and Sequencing

Library construction and sequencing were carried out at the Genomics Core facility of University of Chicago. To generate single-end 50 bp (SR50) RNA sequencing libraries, RNA quality and quantity were determined with Agilent Bioanalyzer 2100, selecting RNA integrity numbers (RIN) of >7 and quantities of 100 nanograms or more per sample. Directional mRNA libraries were generated using Illumina TruSeq mRNA Sample Preparation Kits (Illumina, San Diego, CA, USA). Briefly, polyadenylated mRNAs were captured from total RNA using oligo-dT selection and then converted to cDNA by reverse transcription. They were then ligated to Illumina sequencing adapters containing unique barcode sequences. These were then amplified by PCR and the resulting cDNA libraries quantified using RT-RT-qPCR. Finally, equimolar concentrations of ach cDNA library were pooled and sequenced on the Illumina HiSeq2500 (Illumina, San Diego, CA, USA).

### 4.6. Transcriptome Analysis

The quality of DNA reads, in fastq format, was evaluated using FastQC. Adapters were trimmed and reads of poor quality or aligning to rRNA sequences were filtered. The cleaned reads were aligned to the *Mus musculus* genome (mm10) using STAR [43]. Read counts for each gene were calculated using htseq-count [44] in conjunction with a gene annotation file for mm10 obtained from UCSC (University of California Santa Cruz; http://genome.ucsc.edu). Differential expression was determined using DESeq2 [45]. The cutoff for determining significantly differentially expressed genes was an FDR-adjusted *p*-value less than 0.05. A pathway analysis was performed on both upregulated and downregulated gene lists using GeneCoDis [46,47].

### 4.7. Quantitative Real-Time PCR

Total RNA was extracted from the csPIMT^−/−^ and TmcPIMT^−/−^ and the corresponding control mice using TRIzol^®^ reagent (Life Technology, Carlsbad, CA, USA). RNA was further purified using Qiagen RNeasy columns (Life Technology, Carlsbad, CA, USA). cDNA was prepared with 2 μg of total RNA using SuperScript VILO First-Strand Synthesis System (Life Technology, Carlsbad, CA, USA). Expression of specific genes was verified using SYBR Green (Life Technologies) in triplicates and normalized with 18S ribosomal RNA. Each PCR reaction contained 1 μL (100 pmol) of forward and reverse primers and 10 μL of 2× SYBR Green PCR Master Mix to make a final volume of 20 μL. The reaction was run by using an ABI 7300 (Applied Biosystems, Foster City, CA, USA). The relative gene expression changes were measured using the comparative *C*_t_ method, *X* = 2^−ΔΔ*C*t^. 

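The 42 primer pairs of Table S5 were matched to the GENCODE M21 transcripts of their genes. For 41 pairs both primers matched exactly, and for the *Med1* pair neither did. The amplicons were 70 to 253 nucleotides long, with a median of 148. The amplicon crossed an exon junction for 34 pairs and lay within 1 exon for 7. The pairs named *Ctgf* and *Wisp2* match the genes listed as *Ccn2* and *Ccn5*, and the *Acadm* pair also matches the transcript *Gm5131*.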

Sequences of all primers are shown in Table S5.

### 4.8. Western Blot Analysis

Total proteins were extracted from the heart tissue of csPIMT^−/−^ mice and corresponding littermates and subjected to 4–20% SDS-PAGE. Samples were analyzed in duplicates for each time point. Protein extracts were prepared from pooled samples using five animals. Same pooled hearts were used for protein extracts and for RT-qPCR assays, as well as for RNA-seq analysis. They were then transferred to a nitrocellulose membrane (Invitrogen). Immunoblotting was performed using relevant antibodies as described with GAPDH as loading control. The protein bands were developed with an enhanced chemiluminescence substrate. Quantification of blots was performed using ImageJ software (NIH). Sources of antibodies and dilutions: Complex II30, Invitrogen cat# 459230; ComplexII70, Invitrogen cat#459200; DRP1, Cell Signaling, cat#8570; Pink1, Cell Signaling cat#6946. All antibodies mentioned above were diluted 1:1000. GAPDH, Cell Signaling cat# 5174, dilution 1:1500. PCS, MH, MTP, CPT, LCAD, MCAD, SCAD, L-PBE antibodies (dilution 1:2000) are rabbit polyclonal antibodies, kind gifts of Dr. T. Hashimoto, Department of Pediatrics, Gifu University School of Medicine, Japan.

### 4.9. Mitochondrial DNA Content

To determine the mitochondrial DNA copy number, total DNA from heart tissue was first isolated. The quantity of nuclear-encoded 18S ribosomal RNA (rRNA) and the mitochondrial encoded gene cytochrome c oxidase subunit 1 (CO1) were estimated by RT-qPCR. Mitochondrial DNA copy number was expressed as the ratio of CO1 to 18S rRNA as described [9,48].

### 4.10. Statistical Analysis

Student’s *t* test was used to determine whether the sample was significantly different from the control. Differences were considered statistically significant at *p* < 0.05, while *p* < 0.01 represented more significant change.

## Figures and Tables

**Figure 1:**
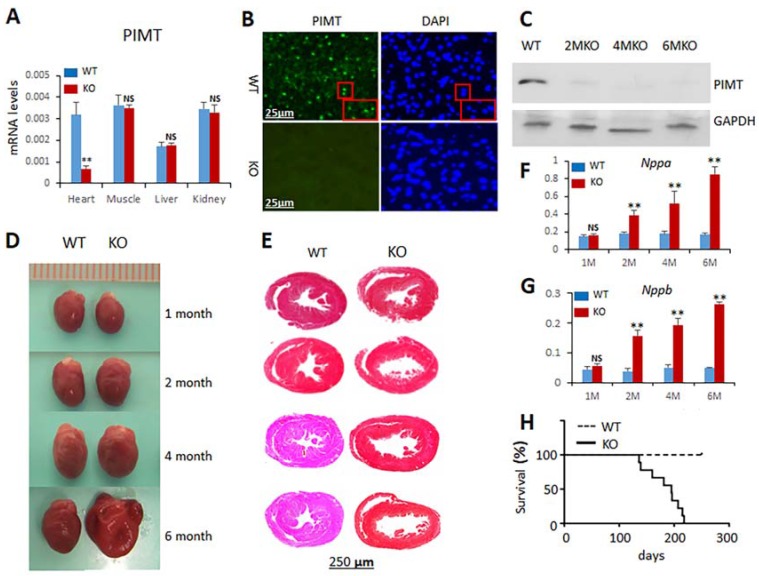
Cardiac-specific ablation of PIMT expression causes dilated cardiomyopathy. (**A**) Quantification of PIMT mRNA relative to 18S ribosomal RNA by RT-qPCR in PIMT^fl/fl^ (WT) and csPIMT^−/−^ (KO) mouse heart, muscle, liver and kidney; (**B**) Immunohistochemical localization of PIMT in 2-month-old PIMT^fl/fl^ (WT) and csPIMT^−/−^ (KO) mouse hearts. Nuclear localization of PIMT is evident in WT but not in KO hearts; compare DAPI stained images shown in right; (**C**) Western blot analysis for detecting PIMT protein level in PIMT^fl/fl^ and csPIMT^−/−^ mouse heart homogenates; (**D**) Representative photographs of heart of 1-, 2-, 4-, and 6-month-old csPIMT^−/−^ mice and their PIMT^fl/fl^ littermate controls. Six-month-old csPIMT^−/−^ mouse hearts were flaccid and flabby; (**E**) Cross sections of hearts shown in Figure 1D were stained with H&E to reveal thinning of ventricular walls and dilation of chambers in csPIMT^−/−^ mouse hearts (right panel); (**F**,**G**) *Nppa* and *Nppb* mRNA levels, respectively, in PIMT^fl/fl^ and csPIMT^−/−^ mouse hearts obtained at indicated ages. Each group was analyzed using 5 different mice (each mouse was assayed separately) and the values were expressed as the mean ± SD. * *p* < 0.05, ** *p* < 0.01, NS: not significant; (**H**) Survival curve showing lethality of mice with csPIMT^−/−^ hearts. 36 mice for each group of PIMT^fl/fl^ and csPIMT^−/−^ were used for the generation of survival curve. Kaplan-Meier method was used to determine the survival rates and data were compared using log rank test. Each group was analyzed using 5 different mice and the values were expressed as the mean ± SD. * *p* < 0.05, ** *p* < 0.01, NS: not significant.

**Figure 2:**
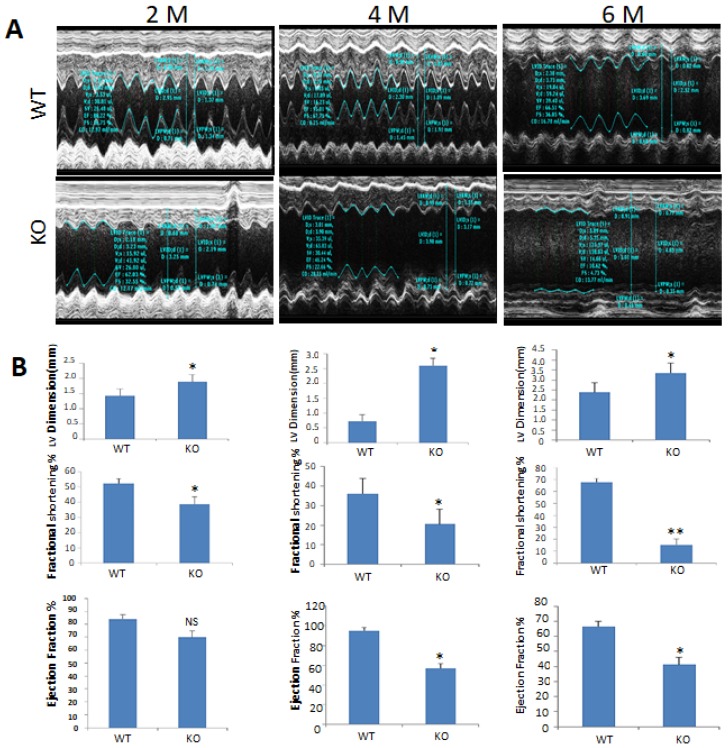
Echocardiographic results showing poor contractility of csPIMT^−/−^ hearts. (**A**) Representative profiles of M-mode echocardiographic analyses of 2-, 4-, and 6-month-old PIMT^fl/fl^ (WT, **upper** panel) and csPIMT^−/−^ (KO, **lower** panel) mice; (**B**) Quantification of left ventricular dimension (upper panel), and fractional shortening (middle panel) and ejection fraction (lower panel) are shown below for 2-, 4-, and 6-month PIMT^fl/fl^ and csPIMT^−/−^ echocardiographic images. Values were expressed as the mean ± SD. * *p* < 0.05, ** *p* < 0.01, NS: not significant.

**Figure 3:**
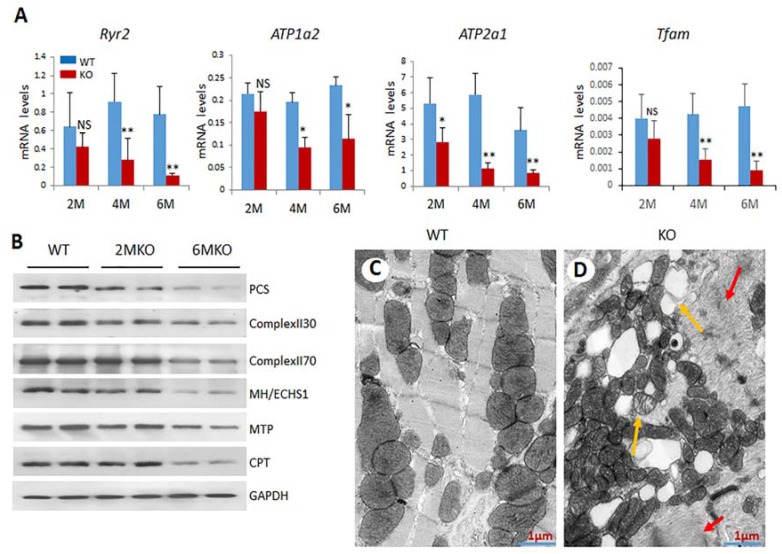
csPIMT^−/−^ hearts show significant mitochondrial damage. (**A**) Quantification of mRNA levels of Atp1a2, Atp2a1, Ryr2 and Tfam genes. Each group was analyzed using 5 different mice (assayed individually) and the values are expressed as the mean ± SD. * *p* < 0.05, ** *p* < 001, NS: not significant; (**B**) Western blot showing protein levels for PCS (palmitoyl-CoA synthetase; 62 Kda), complex II30 and 70, MH/ECHS1 (mitochondrial enoyl-CoA hydratase; 31 Kda), MTP (mitochondrial trifunctional protein; 100 Kda) and CPT1α (carnitine palmitoyltransferase; 88 Kda)). The protein extracts were prepared from 5 hearts pooled together. The protein expression of each gene was normalized to GAPDH. Percent decrease as compared WT controls were as follows: PCS, 67%; complex II30 and 70, 28% and 38%; MTP, 26%, and CPT, 42%; (**C**,**D**) display the electron micrographs of 6-month csPIMT^fl/fl^ and csPIMT^−/−^ mouse hearts. Red arrows in **D** indicate abnormal sarcomeres and H zone absent. Yellow arrows point to lipid droplets and damage in mitochondria.

**Figure 4:**
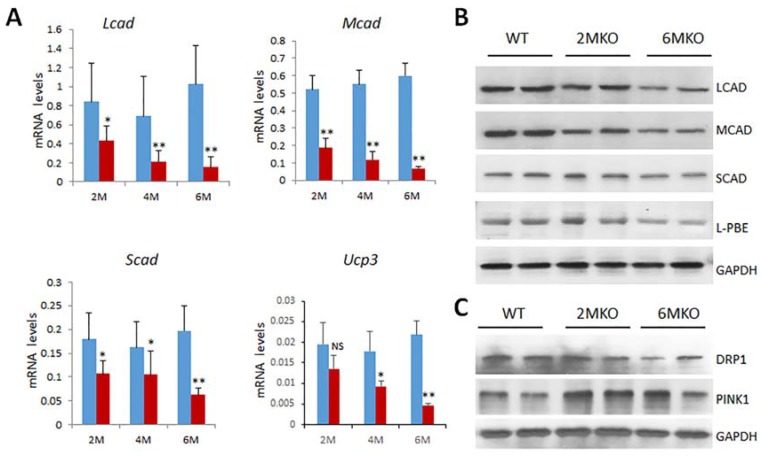
Expression of fatty acid metabolism genes is decreased in csPIMT^−/−^ hearts. (**A**) Quantification of mRNA levels of *Lcad* (Long chain acly-CoA dehydrogenase), *Mcad* (medium-chain acyl-CoA dehydrogenase), *Scad* (short-chain acyl-CoA dehydrogenase) and *Ucp3* (uncoupling protein 3) genes. * *p* < 0.05, ** *p* < 0.01, NS: not significant; (**B**) Western blot showing protein levels of LCAD (47 Kda), MCAD (46 Kda), SCAD (44 Kda) and l-PBE (78 Kda; Enoyl-CoA hydratase /l-3-hydroxyacyl-CoA dehydrogenase). Percent reduction (KO vs. WT) for LCAD, 40%; MCAD, 39%; SCAD, 45%, and l-PBE, 27% for 6-month time point. Each group was analyzed using 5 different mice and the values were expressed as the mean ± SD; (**C**) Western blot showing the protein levels of DRP1 (78 Kda) and PINK1 (60 Kda). Details of same as in (**A**). See Materials and Methods for antibody sources and dilutions.

**Figure 5:**
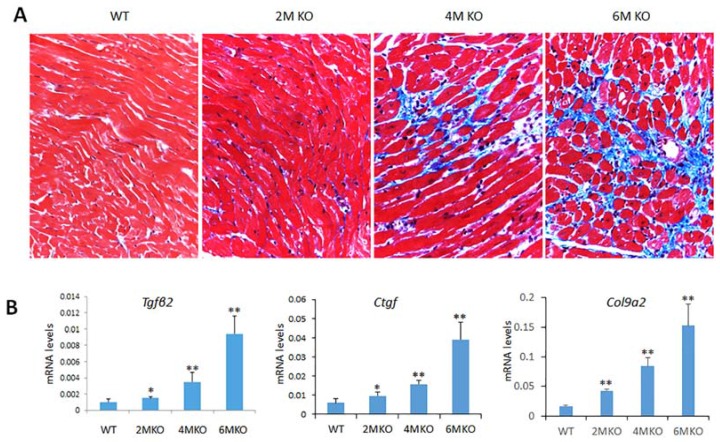
Myocardial fibrosis in csPIMT^−/−^ mouse hearts. (**A**) Images of Masson trichrome staining patterns of a representative PIMT^fl/fl^ and csPIMT^−/−^ hearts of 2, 4 and 6 months are shown (magnification 400×). Note the intensely stained (blue color) interstitial fibrous strands in 6-month-old csPIMT^−/−^ hearts; (**B**) Quantification of mRNA levels for *Tgfβ2*, *Ctgf* and *Col9a2* in csPIMT^fl/fl^ and csPIMT^−/−^ hearts of 2, 4 and 6 months of age. mRNA levels were quantified by RT-qPCR assays. Each group was analyzed using 5 different mice and the values were expressed as the mean ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
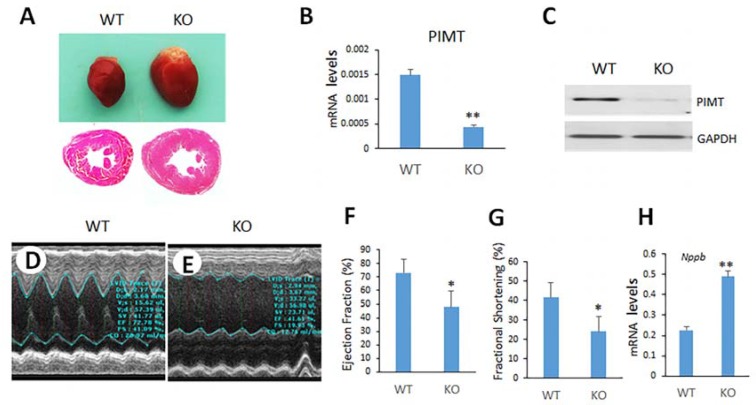
Tamoxifen-inducible cardiac-specific disruption of PIMT (TmcsPIMT^−/−^) in adult mice causes dilated cardiomyopathy. Mice were killed 14 days after first tamoxifen injection in the experiments. (**A**) Representative photographs of adult hearts after tamoxifen-inducible heart-specific Cre mediated PIMT deletion. It is evident that TmcsPIMT^−/−^ mouse heart is bigger than that of TmcsPIMT^fl/fl^ mouse. Lower panel in (**A**) shows H&E cross sections of TmcsPIMT^−/−^ and TmcsPIMT^fl/fl^ hearts; (**B**) Relative PIMT mRNA expression in TmcsPIMT^fl/fl^ (WT) and TmcsPIMT^−/−^ (KO) mouse heart. (**C**) Western blot analysis of PIMT in TmcsPIMT^fl/fl^ and TmcsPIMT^−/−^ hearts. Total proteins from the heart tissues of appropriate mice were prepared as described (see Materials and Methods). They were then Western immunoblotted and probed with an anti-PIMT antibody (Bethyl IHC-00467, 1:1000); (**D**,**E**) Representative profiles of M-mode echocardiographic analyses of TmcsPIMT^−/−^ and littermate control mice; (**F**,**G**) represent ejection fraction and fractional shortening respectively. Data were derived from (**D**,**E**); (**H**) Relative mRNA levels of BNP (*Nppb*) in TmcsPIMT^fl/fl^ and TmcsPIMT^−/−^ mouse hearts. The day of initial injection of Tamoxifen was counted as day 1. Results are expressed as the mean ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 7:**
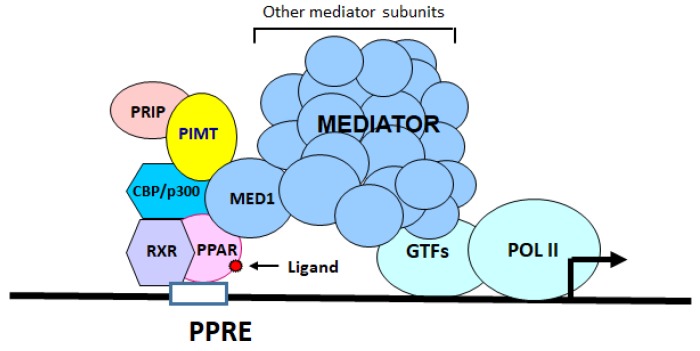
A model showing the interactions of PIMT with PRIP/NCOA6, histone acetyl transferases p300/CBP, and MED1 of the Mediator complex in the regulation of transcription of PPAR regulated genes. Note that in addition to Med1 subunit of the Mediator complex MED30 and MED12 also modulate genes involved in energy metabolism. See Discussion for further details. See Discussion for further details.

**Table 1:** Gene expression changes in csPIMT^−/−^ relative to PIMT^fl/fl^ mouse heart.

Function	Gene	KO/WT	KO/WT	KO/WT	KO/WT
		2 M, qPCR	2 M RNA-Seq	6 M, qPCR	6 M, RNA-Seq
OXPHOS					
	*Ndufaf4*	0.35 *	0.21	0.18 **	0.20
	*Ndufaf5*	0.29 *	0.33	0.21 **	0.17
	*Ndufs4*	0.51 *	0.42	0.27 **	0.24
	*Cox7b*	0.32 *	0.27	0.36 *	0.41
	*Cox10*	0.59	0.27	0.25 **	0.28
	*Sdha*	0.63	0.52	0.41 *	0.37
	*Sucla2*	0.24 *	0.12	0.12 **	0.08
Energy metabolism/fatty acid					
	*Pparα*	0.54	0.66	0.49	0.57
	*Ppargc1a*	0.51	0.36	0.55	0.45
	*Acadm*	0.36 *	0.39	0.12 **	0.27
	*Ucp3*	0.63	0.61	0.15 **	0.24
	*Abcc9*	0.61	0.67	0.16 *	0.49
Glucose metabolism					
	*Gck(GK)*	3.93 *	1.97	2.46 *	3.87
	*Pck1*	1.88	4.23	0.51	0.63
	*Pdk4*	0.38 *	0.37	0.24 *	0.99
	*HK2*	0.74	0.97	0.45 *	0.83
	*Glut4*	0.59	0.92	0.36 *	0.78
Transcription factor, coactivator					
	*Med1*	0.64	0.51	0.66	0.48
	*NcoA6*	0.69	0.66	0.57	0.62
	*Tfam*	0.47	0.25	0.19 **	0.48
Mitophagy/mitochondria fission					
	*Pink1*	2.16 *	1.93	1.57	1.65
	*Drp1*	0.58	0.41	0.39 *	0.46
Cardiomyopathy/Fibrosis					
	*Tgfb2*	0.66	0.91	9.41 **	5.23
	*Ctgf*	1.16	2.83	6.42 **	7.71
	*Col9a2*	3.24 *	6.42	8.33 **	26.06
	*Fgf6*	1.86	2.37	10.92 **	17.65
	*Fgf21*	2.35 *	3.08	5.18 **	6.22
	*Mmp3*	3.92 *	2.37	10.86 **	7.61
	*Timp1*	4.58 **	4.97	4.63 **	6.18
Hypertrophy/dilation					
	*Atf3*	1.19	1.57	3.91 *	3.02
	*Ace*	2.69 *	2.23	3.78 *	6.48
	*Wisp2*	4.72 **	3.62	11.61 **	8.74
	*Thbs4*	5.91 **	6.68	9.34 **	8.56
Calcium homeostasis and signaling pathway					
	*Atp2b1*	0.34 *	0.22	0.31 *	0.25
	*Atp2a1*	0.53	0.52	0.23 *	0.43
	*Ryr2*	0.65	0.53	0.14 **	0.54
	*Map3k6*	2.14	3.07	3.01 *	8.01
	*Cacnb1*	2.49 *	1.98	3.72 *	5.12
	*Pde1c*	0.38	0.21	0.21 **	0.14
	*Cacna1h*	0.29 *	0.23	0.19 **	0.01
	*Mapk8*	0.27 *	0.21	0.33 *	0.18

* *p* < 0.05, ** *p* < 0.01. KO, csPIMT^−/−^; WT, PIMT ^fl/fl^; M, months.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/5/1485/s1.

# Supplementary material for: PIMT/NCOA6IP Deletion in the Mouse Heart Causes Delayed Cardiomyopathy Attributable to Perturbation in Energy Metabolism
**Source:** Int J Mol Sci. 2018 May 16;19(5):1485. doi: 10.3390/ijms19051485
**Supplement:** Supplementary file 1

**S5 Table. Selected primers used for qPCR**

| ***Gene name*** | ***Forward primers*** | ***Reverse primers*** |
| --- | --- | --- |
| ***PIMT(Ncoa6IP)*** | ***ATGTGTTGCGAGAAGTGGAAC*** | ***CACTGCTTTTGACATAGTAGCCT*** |
| ***Ndufaf4*** | ***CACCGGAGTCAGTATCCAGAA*** | ***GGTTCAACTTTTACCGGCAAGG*** |
| ***Ndufaf5*** | ***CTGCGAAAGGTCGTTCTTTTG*** | ***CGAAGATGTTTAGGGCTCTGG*** |
| ***Ndufs4*** | ***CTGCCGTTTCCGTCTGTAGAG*** | ***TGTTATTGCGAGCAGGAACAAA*** |
| ***Cox7b*** | ***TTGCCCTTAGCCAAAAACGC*** | ***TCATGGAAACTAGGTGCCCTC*** |
| ***COX10*** | ***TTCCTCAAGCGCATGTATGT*** | ***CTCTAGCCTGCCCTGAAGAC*** |
| ***Sdha*** | ***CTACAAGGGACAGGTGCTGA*** | ***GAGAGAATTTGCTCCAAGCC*** |
| ***Sucla2*** | ***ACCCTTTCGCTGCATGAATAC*** | ***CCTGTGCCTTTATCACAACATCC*** |
| ***PPARα*** | ***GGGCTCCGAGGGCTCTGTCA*** | ***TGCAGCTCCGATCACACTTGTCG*** |
| ***Ppargc1a*** | ***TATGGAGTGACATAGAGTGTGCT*** | ***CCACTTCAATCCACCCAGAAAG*** |
| ***Acadm(MCAD)*** | ***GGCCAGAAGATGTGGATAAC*** | ***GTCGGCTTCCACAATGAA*** |
| ***UCP3*** | ***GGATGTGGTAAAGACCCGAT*** | ***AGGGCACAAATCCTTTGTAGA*** |
| ***Abcc9*** | ***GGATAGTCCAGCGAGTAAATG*** | ***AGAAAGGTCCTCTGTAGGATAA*** |
| ***Med1*** | ***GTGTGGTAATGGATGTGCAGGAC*** | ***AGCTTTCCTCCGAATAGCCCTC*** |
| ***NcoA6*** | ***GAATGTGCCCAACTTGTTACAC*** | ***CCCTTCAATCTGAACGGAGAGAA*** |
| ***Tfam*** | ***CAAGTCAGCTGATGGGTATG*** | ***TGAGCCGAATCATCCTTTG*** |
| ***Tgfb2*** | ***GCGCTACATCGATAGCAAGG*** | ***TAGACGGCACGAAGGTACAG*** |
| ***Ctgf*** | ***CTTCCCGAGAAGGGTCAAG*** | ***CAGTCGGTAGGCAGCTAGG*** |
| ***Col9a2*** | ***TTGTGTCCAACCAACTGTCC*** | ***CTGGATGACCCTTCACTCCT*** |
| ***Fgf6*** | ***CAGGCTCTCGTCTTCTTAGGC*** | ***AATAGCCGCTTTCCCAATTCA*** |
| ***Fgf21*** | ***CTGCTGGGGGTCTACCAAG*** | ***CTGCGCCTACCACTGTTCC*** |
| ***Mmp3*** | ***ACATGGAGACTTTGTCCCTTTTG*** | ***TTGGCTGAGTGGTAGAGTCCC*** |
| ***Timp1*** | ***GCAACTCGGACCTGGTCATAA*** | ***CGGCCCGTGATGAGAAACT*** |
| ***ATF3*** | ***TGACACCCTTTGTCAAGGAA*** | ***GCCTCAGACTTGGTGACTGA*** |
| ***Ace*** | ***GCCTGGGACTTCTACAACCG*** | ***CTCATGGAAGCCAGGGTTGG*** |
| ***Wisp2*** | ***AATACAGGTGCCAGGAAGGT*** | ***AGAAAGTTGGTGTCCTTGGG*** |
| ***Thbs4*** | ***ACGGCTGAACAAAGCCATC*** | ***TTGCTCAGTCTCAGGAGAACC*** |
| ***Atp2b1*** | ***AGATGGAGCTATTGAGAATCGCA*** | ***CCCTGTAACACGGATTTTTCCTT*** |
| ***Atp2a1*** | ***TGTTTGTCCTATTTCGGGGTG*** | ***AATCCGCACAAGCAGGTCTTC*** |
| ***Ryr2*** | ***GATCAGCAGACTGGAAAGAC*** | ***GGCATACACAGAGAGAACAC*** |
| ***Map3k6*** | ***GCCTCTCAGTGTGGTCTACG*** | ***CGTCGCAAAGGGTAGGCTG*** |
| ***Cacnb1*** | ***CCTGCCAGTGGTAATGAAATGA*** | ***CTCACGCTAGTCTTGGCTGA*** |
| ***Pde1c*** | ***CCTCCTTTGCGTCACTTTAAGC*** | ***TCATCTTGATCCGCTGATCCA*** |
| ***Cacna1h*** | ***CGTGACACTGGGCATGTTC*** | ***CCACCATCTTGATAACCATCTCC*** |
| ***Mapk8*** | ***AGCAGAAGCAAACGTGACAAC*** | ***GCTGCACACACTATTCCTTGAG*** |
| ***Gck(GK)*** | ***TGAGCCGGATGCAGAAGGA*** | ***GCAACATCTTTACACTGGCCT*** |
| ***Pck1*** | ***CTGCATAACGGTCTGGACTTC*** | ***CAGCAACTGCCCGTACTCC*** |
| ***Pdk4*** | ***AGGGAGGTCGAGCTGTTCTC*** | ***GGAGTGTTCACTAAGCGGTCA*** |
| ***HK2*** | ***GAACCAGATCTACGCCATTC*** | ***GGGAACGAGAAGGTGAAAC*** |
| ***Glut4*** | ***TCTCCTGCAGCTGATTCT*** | ***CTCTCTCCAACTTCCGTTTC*** |
| ***PINK1*** | ***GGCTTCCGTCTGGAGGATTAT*** | ***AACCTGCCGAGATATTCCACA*** |
| ***Drp1*** | ***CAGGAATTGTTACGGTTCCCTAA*** | ***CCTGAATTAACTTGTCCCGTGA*** |

How the deposited data were processed for this re-analysis (not part of the article)

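The samples were 4 RNA-seq libraries of mouse heart. Each came from RNA of 5 pooled hearts, of male and female mice, of 1 group, PIMT fl/fl or csPIMT-/- mice at 2 or 6 months of age. There were no replicate libraries. The authors checked the reads with FastQC, trimmed adapters, filtered poor reads and reads on ribosomal RNA, aligned the rest to the mouse genome (mm10) with STAR, counted them per gene with htseq-count and a UCSC annotation, and used DESeq2 for differential expression, with a cutoff on the adjusted p-value. The versions of these tools are not stated. They deposited 1 normalized count per gene symbol and library, which is neither a raw count nor scaled to a fixed library total. The column of the 6-month csPIMT-/- library is headed as read counts, but its values are not whole numbers and are normalized like the others.

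In each library every value was a whole multiple of the smallest value above 0, with a largest deviation of 4.9e-09 reads. The deposited normalized counts were divided by that value to recover reads per gene. Recovered in this way were 39854713 and 40705783 reads in the control libraries of 2 and 6 months, and 29823073 and 36172093 in the csPIMT-/- libraries. Median-of-ratios size factors of the 4 recovered libraries times the value of 1 read gave 1 in each, so the authors' scale is that of the median of ratios.

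Ratios of csPIMT-/- over the control of the same age used median-of-ratios size factors of the 2 libraries compared. Genes needed at least 10 reads in at least 1 of them. The 95% Clopper-Pearson interval of a ratio was computed from its 2 counts and holds counting noise alone. log2 ratios used a pseudocount of 0.5 reads. Genes past 2-fold were counted by their ratios, without a p-value. Ratios of genes that share reads with paralogs or pseudogenes are uncertain, since the counting could split or drop such reads. The GC content of a gene was that of its longest transcript in GENCODE M21 (GRCm38), matched by symbol, and the GC trend was a lowess curve of the log2 ratio on GC content with a span of 0.3. For limma the trend of each library's deviation from the mean of the gene was subtracted. Coordinates came from the same annotation. The labels and the methods give no sequencing batch or date, so nothing could be compared within batches. The methods state that barcoded libraries were pooled for sequencing, but not which run each library was in.

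The tests of single genes at each age that had been fixed before the files arrived were planned for raw counts. They were run neither on the deposited normalized values nor on the recovered reads. Their alternatives were not run either (exact tests with an assumed variation, no prior on the fold change, other controls and filters). The fit over both ages, which had been fixed as a quasi-likelihood test of raw counts, was not run either, nor was its Wald alternative. In their place limma was used on log2 values of the recovered reads after TMM normalization, with a pseudocount of 1, genotype and age in the model and a mean trend of the variance. This fit was specified after the files arrived. Genes entered it with at least 10 counts, scaled to the median library, in at least 2 libraries and a total of at least 15. p-values were adjusted after Benjamini and Hochberg. With 1 residual degree of freedom and a prior of 4.5, its counts rest on the variance borrowed across genes.

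Gene lists for fatty acid oxidation, calcium handling and the extracellular matrix, and symbol patterns for the complexes of oxidative phosphorylation, were written before the files arrived. The pattern for complex IV also takes in *Cox4nb*, which is not a subunit. The division of fatty acid oxidation genes into mitochondrial and peroxisomal was written after the files arrived. Its mitochondrial part takes in *Acsl3*, *Acsl4* and *Cpt1c*, whose products are not specific to mitochondrial β-oxidation. The median log2 ratio of a list was compared with that of 100000 random sets of the same size from the same deciles of mean count, which gave a permutation p over genes, adjusted over 8 tests. Correlations with the RT-qPCR ratios of Table 1 were taken across genes, with permutation p-values from 100000 resamples, adjusted over 2 correlations of each kind. Marker lists of other tissues and of sex were also fixed beforehand.

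The single genes chosen were the genes of Table 1 and the genes the paper names for its RNA-seq data. *Tgs1*, *Nppa*, *Nppb* and the marker genes were added. So were, at each age, the 5 genes with the lowest and the 5 with the highest ratio. These were taken from genes with at least 100 reads in 1 library and the same direction at both ages. Ties at 0 reads were ordered by the log2 ratio. This rule was fixed before the files arrived. Some genes it covers are left out of the text. They remain in the counts over all genes and over Table 1. Not found by symbol were *Ndufaf5*, *Hbb-bs* and *Hbb-bt*. The primers of Table S5 were matched exactly to the GENCODE transcripts. The genotyping primers were left out, since no genome sequence was used here to place them.

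Alternatives were the other control library, both controls summed, TMM, removal of the GC trend, no count filter, at least 100 reads, and for limma other normalization, genotype alone, no filter and each library left out in turn. Settings chosen after seeing the data were the 95% interval beyond 2-fold, genes with a GC value alone, a pseudocount of 10 and no mean trend.

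The scripts were tested on simulated reads for the real genes. Of 200 genes changed by a known ratio, 200 were recovered past 2-fold, and of 11989 unchanged genes with at least 100 reads 0 were. The interval held the true ratio for 195. With a simulated GC trend, 1155 of 11057 unchanged genes were past 2-fold before and 0 after its removal. The reads of these simulations varied by counting noise alone. In a separate simulation with added spread between libraries, limma recovered 200 changed genes and called 10 of 14800 unchanged ones. That simulation held no difference between ages, in the tissue or sex of the pools, or with GC content. It therefore does not give the rate of false calls in the real fit. The set test gave p under 0.05 for 10 of 200 random sets and 50 of 50 sets lowered to a ratio of 0.5. The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, Matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.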

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

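For each explanation tested, a prediction was written down. The predictions on batch, atrial tissue, sex and the opposite directions at the 2 ages were written after the result they bear on had been seen, and the others before. Every pattern here was found and tested on the same 4 libraries, so each explanation is a hypothesis.

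*Pck1*, *Hk2*, *Atf3* and *Ehhadh* were flagged because their ratios of csPIMT-/- over the control lay on opposite sides of 1 at the 2 ages, with 95% intervals that exclude 1 at both. The log2 ratio at 6 months minus that at 2 months was -3.18 for *Pck1*, -0.72 for *Hk2*, 3.39 for *Atf3* and -2.93 for *Ehhadh*. This difference between the ages was not tested, since each age has 1 library per genotype. A technical explanation is a difference between the 2 control pools. With the 6-month control for both ages, 2 of the 4 genes (50%) still moved in opposite directions, *Pck1* and *Ehhadh*. After the GC trend was subtracted the ratio of *Ehhadh* at 6 months was 1.15, no longer below 1. With the 2-month control for both ages the ratio of *Ehhadh* was 6.38 at 2 months and 1.91 at 6 months, and that of *Pck1* 5.77 and 0.862. The control pools remain a candidate explanation for *Hk2*, *Atf3* and *Ehhadh*. For *Pck1*, on opposite sides of 1 with either control, an effect of age in csPIMT-/- hearts cannot be told apart from a difference between the 2 csPIMT-/- pools.

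The extracellular matrix list was flagged because its median log2 ratio had opposite signs at the 2 ages, -0.00547 at 2 months and 0.995 at 6 months, a difference of 1.0002 that was not tested. Against the 6-month control the median at 2 months was 0.503, and against the 2-month control the median at 6 months was 0.391. After the GC trend was subtracted the medians were -0.0798 and 0.873. Part of the difference between the ages may therefore lie in the control pools. A biological explanation, a rise of matrix genes with age in csPIMT-/- hearts, cannot be told apart from it with 1 pool per group.

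Genes expressed in lung airways were flagged because the paper does not discuss them and they were raised in csPIMT-/- hearts. The median ratio of the expressed lung markers was 27.5 at 2 months (9 of 10 above 1) and 3.31 at 6 months (4 of 4 above 1). Between the control pools the median ratio was 0.772. At 2 months *Bpifa1* had 794 reads in csPIMT-/- and 0 in control hearts, *Scgb1a1* 113 and 0. Table S2 lists some airway genes. If lung tissue had entered the pool, lung markers that are not in that table should be raised as well. These 6 markers had a median ratio of 11.1 at 2 months, 83.3% of them above 1, with *Ager* the exception (0.254). They are among the 10 markers that raised the flag, so they extend Table S2 but do not test the flag independently. A small amount of lung tissue in the 2-month csPIMT-/- pool is a candidate source that was not excluded. An induction of these genes by the loss of PIMT cannot be told apart from it, and no further sample of that age was available.

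Markers of brown fat were flagged in the same way, with a median ratio of 163 at 2 months (9 of 10 above 1). At 6 months the median was 0.39, and between the 6-month and the 2-month control 22.3. *Ucp1* had 10 reads in the 2-month control, 1432 in csPIMT-/- hearts of that age, 106 in the 6-month control and 12 in csPIMT-/- hearts of 6 months. The 9 expressed markers other than *Ucp1* had a median ratio of 155 at 2 months, 88.9% of them above 1, with *Pnpla3* the exception (0.902). Since they are among the markers that raised the flag, this is not an independent test of it. Different amounts of fat tissue in the pools are a candidate explanation, and a biological effect of the deletion cannot be told apart from it.

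Atrial markers were flagged with a median ratio of 44.4 at 2 months, 6 of 6 above 1. At 6 months the median ratio was 0.471. *Bmp10* had 6 reads in the 2-month control and 6946 in csPIMT-/- hearts of 2 months, and 7159 and 1037 at 6 months. If the 2-month control pool held little atrial tissue, its markers should be low against the 6-month control too. Their median ratio of 2-month over 6-month control was 0.063. Different amounts of atrial tissue in the control pools are a candidate explanation, and a rise of atrial genes with the deletion cannot be told apart from it at 2 months.

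*Xist*, which is expressed from the inactive X chromosome of females, was flagged with a ratio of 7.76 at 2 months, from 930 reads in control to 5166 in csPIMT-/- hearts. It had 29152 and 12357 reads at 6 months. If the pools held different shares of female mice, Y-linked genes would move the opposite way. At 2 months 4 of the 4 Y-linked markers (*Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*) moved opposite to *Xist*, with a median ratio of 0.0509. At 6 months 0 did, since *Xist* (ratio 0.488) and the Y-linked markers (median ratio 0.583) both fell. With the GC trend subtracted the fall was gone, and *Xist* (1.29) and all 4 Y-linked markers (1.41 to 2.17) lay above 1. They again moved in the same direction. A different share of females in the pools may therefore account for the 2-month difference and, alone, not for the one at 6 months. By the labels each pool held male and female mice, but the number of each is not given, so differences between sexes cannot be separated from the deletion.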

How the results depend on the processing

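The mapping of samples, the tests, the gene and marker lists and the first set of alternatives were fixed before the processed files arrived. The limma fit, the settings "95% interval beyond 2-fold", "genes with a GC value only", "pseudocount 10" and "no mean trend", and the division of fatty acid oxidation into mitochondrial and peroxisomal genes were chosen after seeing the data or the unit of the files. Of 106 alternative values of 18 main results, 79 kept their direction, their side of the threshold or, for counts, stayed within 1.5 times. Every alternative did so for 4 results: both medians of fatty acid oxidation genes and both correlations with RT-qPCR. TMM only rescales all ratios of a library and by construction leaves those correlations unchanged.

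Subtraction of the GC trend lowered the number of genes more than 2-fold lower from 3492 to 1571 at 2 months and from 3917 to 1799 at 6 months. It takes away what genes of like GC content share, and low-GC genes were lower as a group, which could explain the change. With at least 100 reads in 1 library the number higher at 2 months was 1618. With the whole 95% interval beyond 2-fold, a setting chosen after seeing the data, it was 1607, and at 6 months 1591. These settings leave out genes with few reads, whose ratios the depth cannot fix. Between the control pools the counts of lower and higher genes were 1746 and 2263 without a count filter, 299 and 617 with at least 100 reads, and 318 and 554 with the whole interval beyond 2-fold (chosen after seeing the data).

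In the limma fit over both ages, 2667 genes lower and 1811 higher at an adjusted p under 0.05 became 0 and 0 after the GC trend was subtracted. With genes limited to those with a GC value and no adjustment they were 2262 and 1494. Without the mean trend of the variance, a setting chosen after seeing the data, they were 0 and 0. The fit has 1 residual degree of freedom, so its counts rest on the variance borrowed from other genes. Leaving out each library in turn, with genotype alone in the model, gave from 98 to 2665 lower and from 170 to 1471 higher genes. The replicate block was not run because each group has 1 library and the groups therefore share fewer than 2 replicate numbers. Splits of the samples into other groups were not run either, since no group has 3 samples. The tests of single genes at each age that had been fixed for raw counts were not run. Neither were their alternatives (exact tests with an assumed variation between mice, no prior on the fold change, the other control). The Wald test of the fit over both ages was not run. They were left out because the deposited values are normalized, although whole reads could be recovered from these.

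Among the gene lists, calcium handling genes lost their p-value under 0.05 at 2 months with both controls summed (-0.37, permutation p = 0.077) and at 6 months after the GC trend was subtracted (-0.209, permutation p = 0.061). So did extracellular matrix genes at 6 months against the 2-month control (0.391, permutation p = 0.21) and oxidative phosphorylation genes at 2 months against the 6-month control (0.467, permutation p = 0.16). The latter list kept a p under 0.05 at 2 months with both controls summed (0.442, permutation p = 0.028). With the GC trend subtracted its p was lower than in the main setting (0.298, permutation p = 0.0017). The sign of the median reversed for extracellular matrix genes at 2 months against the 6-month control (0.503) and against both controls (0.132), and for oxidative phosphorylation genes at 6 months after the GC trend was subtracted (-0.0604). The main medians of both reversed results had permutation p-values above 0.05.

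The rule for single genes covers some genes that the text does not name, and leaves out some that it names from the gene lists. For 132 symbols under that rule there were 920 alternative ratios. Of these, 450 stayed within the 95% interval of the main ratio and 415 left it. A further 55 reversed, with 95% intervals that exclude 1 on opposite sides, in 34 genes. TMM reversed 0 of them and moved 3. Deeply counted genes have narrow intervals, so a small change of processing moves their ratio. With the 6-month control the reversed ratios at 2 months were *Hk2* 0.93, *Atf3* 1.57, *Myh6* 1.1, *Serpina1a* 3.99, *Xist* 0.24 and *Cd4* 0.511. With the 2-month control those at 6 months were *Hk2* 1.12, *Atf3* 0.55, *Acads* 0.96, *Ehhadh* 1.91, *Adipoq* 56.2, *Plin1* 38.6, *Cidec* 119, *Alb* 0.333, *Apoa1* 0.317, *Serpina1a* 0.337, *Apoa2* 0.324, *Myl7* 7.58, *Myl4* 13, *Sln* 12.7, *Dkk3* 2.7, *Bmp10* 204, *Myh4* 0.612, *Myh1* 0.747, *Xist* 15.7 and *Cd4* 2.19. With both controls summed they were *Myh6* 1.02 and *Xist* 0.467 at 2 months and *Atf3* 0.925, *Ehhadh* 1.17, *Adipoq* 1.28, *Cidec* 1.33, *Alb* 0.529, *Apoa1* 0.521, *Serpina1a* 0.591, *Apoa2* 0.516 and *Myl4* 1.48 at 6 months. After the GC trend was subtracted they were *Ndufs4* 1.15, *Map3k6* 0.785, *Hadhb* 1.7, *Acads* 0.924, *Acsl1* 1.04 and *Cidea* 0.889 at 2 months and *Cox7b* 1.03, *Ppargc1a* 1.16, *Slc2a4* 0.751, *Pink1* 0.963, *Hadhb* 1.64, *Acads* 0.688, *Ehhadh* 1.15, *Xist* 1.29, *Ddx3y* 1.43, *Kdm5d* 1.41, *Eif2s3y* 2.17 and *Uty* 2.03 at 6 months. Many of these genes mark fat, liver, atrium, muscle or sex. The control pools may differ in these tissues or in the share of females, which could move such genes. For liver and muscle this was not tested. Genes without a transcript GC value have no GC-adjusted ratio. For *Fgf6* and *Fgf21*, with few reads, the depth limits the ratio, with 95% intervals at 2 months from 0.25 to 3.65 and from 2.73 to 772.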

Differences from the paper's values

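For 2 months the paper gives 708 genes with a more than 2-fold difference, 635 of them lower. The count of ratios past 2-fold gave 5979 genes, 3492 of them lower. For 6 months the paper gives 600 genes, 417 lower and 183 higher, against 6345, 3917 and 2428 here. None of the alternatives set before the files arrived (the other control, both controls summed, TMM, the GC trend removed, no count filter, at least 100 counts) came within 1.5 times of the paper's counts, nor did the 95% interval beyond 2-fold, which was chosen after seeing the data. No p-value cutoff was applied here.

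A ratio was taken to differ where it was more than 1.5 times from the paper's and its 95% interval left out the paper's value. By this rule *Fgf6* and *Fgf21* at 2 months did not differ, since their few reads give wide intervals. The paper's ratio was 2.37 for *Fgf6* (here 0.998, and 2.26 with the 6-month control for both ages) and 3.08 for *Fgf21* (here 18.2, and 2.94 with that control). Of the RNA-seq ratios of Table 1, 13 of 40 differed at 2 months. With the 6-month control for both ages, an alternative set before the files arrived, 10 of these came within 1.5 times of the paper's value. The paper's ratio was 0.37 for *Pdk4* (here 0.129, and 0.377 with that control), 6.42 for *Col9a2* (here 1.6, and 6.43 with that control), 2.37 for *Mmp3* (here 9.28, and 2.38 with that control), 1.57 for *Atf3* (here 0.288, and 1.57 with that control), 3.62 for *Wisp2* (here 29.2, and 3.62 with that control), 6.68 for *Thbs4* (here 3.45, and 6.37 with that control), 0.52 for *Atp2a1* (here 0.19, and 0.5 with that control) and 3.07 for *Map3k6* (here 1.27, and 3.07 with that control). For these genes both controls summed, TMM and the GC trend removed left the difference (for *Wisp2* no GC value was available). The paper's 0.12 for *Sucla2* (here 0.217) was reached with the 6-month control (0.126) and with both controls summed (0.158), and not with TMM or the GC trend removed. The paper's 4.97 for *Timp1* (here 7.63) was reached with the 6-month control (4.98), both controls summed (5.98) and the GC trend removed (6.08), and not with TMM. None of these 4 alternatives closed the gap to the paper's 0.27 for *Cox10* (here 1.05), 0.92 for *Slc2a4* (here 2.42) and 0.41 for *Dnm1l* (here 0.254).

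At 6 months 6 of 40 ratios of Table 1 differed. The paper's 0.43 for *Atp2a1* (here 1.36) and 8.01 for *Map3k6* (here 28) were reached with the 2-month control for both ages (0.515 and 11.5), and not with both controls summed, TMM or the GC trend removed. The paper's 0.46 for *Dnm1l* (here 0.173) was reached after the GC trend was removed (0.477), and not with the other 3 alternatives. For the paper's 0.28 for *Cox10* (here 0.968), 0.48 for *Tfam* (here 0.163) and 0.01 for *Cacna1h* (here 0.0842) none of the alternatives set before the files arrived closed the gap.

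In Tables S1 to S4, 8 of the 13 ratios of named genes at 2 months differed and 0 of 27 at 6 months. Not counted among them are *Gm5860* (here 0.0499) and a gene listed by a RIKEN clone name at 2 months, whose wide intervals hold the paper's value. The 6-month control for both ages closed all of these gaps. The paper's ratio was 0.125908 for *Sucla2* (here 0.217, and 0.126 with that control), 0.148908 for *Dnm1l* (here 0.254, and 0.149 with that control), 6.37404 for *Thbs4* (here 3.45, and 6.37 with that control), 0.0260692 for *F830016B08Rik* (here 0.856, and 0.0261 with that control), 0.0571981 for *Iigp1* (here 0.872, and 0.0572 with that control), 0.00453506 for *Gm4841* (here 0.698, and 0.00454 with that control), 0.0338996 for *Akap5* (here 0.0757, and 0.0339 with that control) and 0.0347688 for *Gm6416* (here 0.151, and 0.0348 with that control). By the rule above, both controls summed also reached the paper's value for *Sucla2* (0.158), *Dnm1l* (0.186), *Thbs4* (4.41), *Gm4841* (0.00904), *Akap5* (0.0466) and *Gm6416* (0.0564), and not for *F830016B08Rik* and *Iigp1*. TMM and the GC trend removed reached none of them (for *Gm4841* no GC value was available).

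The text describes *Glut4* and *Hk2* as reduced. At 6 months Table 1 gives them RT-qPCR ratios of 0.36 and 0.45 and RNA-seq ratios of 0.78 and 0.83. The RNA-seq ratio here was 2.42 at 2 months and 1.09 at 6 months for *Slc2a4* (*Glut4*), and 1.31 and 0.797 for *Hk2*. With the GC trend subtracted the ratios were 1.7 and 0.751 for *Slc2a4* and 1.13 and 0.647 for *Hk2*. The text lists *Cox10* among genes with decreased expression, where the ratios here were 1.05 and 0.968. After the GC trend was subtracted they were 0.725 and 0.661. It reports a lower *Pdk4* level, for which Table 1 gives RT-qPCR ratios of 0.38 and 0.24 and RNA-seq ratios of 0.37 and 0.99. The RNA-seq ratios here were 0.129 at 2 months and 0.997 at 6 months, the latter close to the paper's own RNA-seq value. At 6 months the ratio was 0.34 against the 2-month control and 0.504 with both controls summed. *Atp2a1* is given as reduced at both ages, and its ratio was 0.19 at 2 months and 1.36 (95% interval 0.866 to 2.16) at 6 months. *Tgfb2* is among the genes the paper describes as raised from 2 months on, and its ratio at 2 months was 0.99 (95% interval 0.882 to 1.11). In Table 1 its 2-month ratios, 0.66 by RT-qPCR and 0.91 by RNA-seq, are not raised either.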

Other observations

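In Tables S1 and S3 the control values of the 259 shared genes stand in a ratio between 0.92187 and 0.92189. The explanation examined was that 1 control library served both ages. The control values of each table were compared with the reads of each control library times a constant. They equalled those of the 6-month control in 100% of 629 genes of Table S1, 100% of 67 of Table S2, 100% of 416 of Table S3 and 100% of 179 of Table S4. The 2-month control equalled them in 1, 0, 3 and 1 genes of these tables. For the genes found, the control values of the 2-month tables are therefore those of the 6-month control library. Against the control of the same age, 399 genes of Table S1 and 47 of Table S2 had a ratio more than 1.5 times from the table's.

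The p-values listed in Tables S1 to S4 run from 0.00201 to 0.04997. The methods state a cutoff on the adjusted p-value. If the listed p-values were the smallest of all genes with at least 10 reads (15152 at 2 months and 15218 at 6 months), the lowest Benjamini-Hochberg adjusted p would be 1 at both ages, and 0 genes would pass 0.05. The number of genes the authors adjusted over is not in the files analysed here. The calculation takes the listed p-values as unadjusted. If they were already adjusted, it does not bear on the cutoff.

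More genes were lower than higher in csPIMT-/- hearts, 1.4 lower genes per higher gene at 2 months and 1.61 at 6 months. GC content is a candidate explanation. The log2 ratio rose with transcript GC content, with a Spearman rho across genes of 0.581 at 2 months and 0.607 at 6 months. After the GC trend was subtracted there were 0.763 lower genes per higher gene at 2 months and 0.917 at 6 months. The subtraction centers the log2 ratios near 0 at every GC content, whatever the cause of the excess. The fall therefore cannot decide at either age, and at 2 months the excess was also small beforehand. Transcript length gave rho of -0.307 and -0.237, past 0.3 in size at 2 months alone, and cannot be excluded. The 10 most counted genes did not take a larger share in csPIMT-/- hearts, where their share differed by -1.39 percentage points at 2 months and -3.21 at 6 months. The 6-month control gave 1.14 times as many lower genes at 2 months as the 2-month control. The size of the excess did change with the control, to 1.94 lower genes per higher gene at 2 months with the 6-month control and to 1.22 at 6 months with the 2-month control. The excess of lower genes cannot be told apart from a GC or length effect.

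The rise of the ratio with GC content may come from the preparation of the libraries, from a bias of the sequencing, or from the RNA itself. A preparation batch that follows the genotype would leave little trend within a genotype. Between the 2 control libraries (6 over 2 months) rho was -0.261 and between the 2 csPIMT-/- libraries -0.0925, against 0.581 and 0.607 between genotypes and 0.659 and 0.529 with the controls exchanged. An effect of the genotype on GC-rich transcripts would give the same numbers, so this test could only have excluded the batch and did not. Its prediction was written, and the reading of its value revised, after the values had been seen. If the sequencing assay had a GC bias that RT-qPCR lacks, the log2 RNA-seq ratio minus the log2 RT-qPCR ratio should rise with GC across the genes of Table 1. Spearman's rho was 0.102 (permutation p = 0.542) at 2 months and 0.48 (permutation p = 0.00251) at 6 months, over 38 genes. The RT-qPCR ratios themselves had a rho with GC of 0.624 and 0.372. Genes are not independent replicates, and these genes were chosen by the authors for their change. Neither the batch nor the assay can be told apart from an effect of the deletion.

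*Nppa* and *Nppb*, which the paper measured by RT-qPCR, had RNA-seq ratios of 5.16 (95% interval 5.11 to 5.22) and 2.43 (95% interval 2.39 to 2.48) at 2 months and 4.42 (95% interval 4.38 to 4.45) and 8.36 (95% interval 8.19 to 8.53) at 6 months. *Nppa* is also an atrial gene, and atrial tissue in the pool is a candidate source. The other atrial markers had a median ratio of 48.9 at 2 months and 0.455 at 6 months. At 2 months the rise of *Nppa* cannot be told apart from the amount of atrial tissue, and at 6 months more atrial tissue would not give it, since the other markers fell. Both predictions were written after the values had been seen.

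*Myh7* had 8325 reads in control and 24412 in csPIMT-/- hearts at 2 months, a ratio of 4.1 (95% interval 3.99 to 4.2), and 7492 and 298863 at 6 months, a ratio of 46 (95% interval 44.9 to 47) (no replicates). *Myh6* had ratios of 0.974 and 0.75. *Echs1*, *Acads* and *Ehhadh*, whose proteins the paper reports as lower, had RNA ratios of 1.62, 1.5 and 6.38 at 2 months and 1.04, 1.14 and 0.835 at 6 months. With the GC trend subtracted these genes had 1.98, 0.924 and 8.57 at 2 months and 1.26, 0.688 and 1.15 at 6 months. Table 1 does not list them.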
